# High-Fat Diet Alters the Retinal Transcriptome in the Absence of Gut Microbiota

**DOI:** 10.3390/cells10082119

**Published:** 2021-08-18

**Authors:** David Dao, Bingqing Xie, Urooba Nadeem, Jason Xiao, Asad Movahedan, Mark D’Souza, Vanessa Leone, Seenu M. Hariprasad, Eugene B. Chang, Dinanath Sulakhe, Dimitra Skondra

**Keywords:** age-related macular degeneration, high-fat diet, gut microbiome, gut-retina axis, RNA sequencing, germ-free mice, complement cascade, angiogenesis, retinal inflammation

## Abstract

The relationship between retinal disease, diet, and the gut microbiome has shown increasing importance over recent years. In particular, high-fat diets (HFDs) are associated with development and progression of several retinal diseases, including age-related macular degeneration (AMD) and diabetic retinopathy. However, the complex, overlapping interactions between diet, gut microbiome, and retinal homeostasis are poorly understood. Using high-throughput RNA-sequencing (RNA-seq) of whole retinas, we compare the retinal transcriptome from germ-free (GF) mice on a regular diet (ND) and HFD to investigate transcriptomic changes without influence of gut microbiome. After correction of raw data, 53 differentially expressed genes (DEGs) were identified, of which 19 were upregulated and 34 were downregulated in GF-HFD mice. Key genes involved in retinal inflammation, angiogenesis, and RPE function were identified. Enrichment analysis revealed that the top 3 biological processes affected were regulation of blood vessel diameter, inflammatory response, and negative regulation of endopeptidase. Molecular functions altered include endopeptidase inhibitor activity, protease binding, and cysteine-type endopeptidase inhibitor activity. Human and mouse pathway analysis revealed that the complement and coagulation cascades are significantly affected by HFD. This study demonstrates novel data that diet can directly modulate the retinal transcriptome independently of the gut microbiome.

## 1. Introduction

Over the last several decades, there is increasing evidence that diet and nutrient intake contribute to the pathophysiology of retinal diseases, including age-related macular degeneration (AMD), diabetic retinopathy (DR), and glaucoma [1,2,3,4]. The retina is one of the most metabolically active tissues in the body, and with its rich store of polyunsaturated fats, is vulnerable to oxidative, metabolic, and fatty acid perturbances [5,6]. In particular, multiple research groups have linked high-fat diets (HFDs) and fat-specific intake with increased prevalence of intermediate or advanced AMD, the leading cause of blindness in the developed world [7,8,9,10]. HFDs have been shown to replicate or exacerbate features of retinal disease through various proposed mechanisms: lipid signaling, metabolic dysfunction, vascularization, and inflammatory regulation [11]. Compared to mice fed on conventional or low-fat diets, HFD-fed mice exhibit impaired retinal sensitivity, greater macrophage/microglial cell activation, altered retinal fatty acid composition, and hallmark features of AMD such as choroidal neovascularization (CNV) and sub-retinal pigment epithelium (RPE) deposits [12,13,14,15]. HFDs also can lead to systemic changes such as hypercholesteremia and hyperinsulinemia, paving the way for retinal disease risk factors like obesity and diabetes [16]. HFD-induced vascular changes in the eye have also been reported, including changes in permeability and formation of acellular capillaries, though these effects are not consistent across studies [16,17]. Use of electroretinograms (ERGs) support the notion that HFDs can negatively affect function of several retinal cell types, including photoreceptors, bipolar cells, and retinal ganglion cells [16]. Altogether, a small but growing body of literature suggests that HFDs alter the retina and its microenvironment.

Recent studies suggest that the effects of HFDs in retinal diseases may be in part mediated through the gut microbiome [18]. The human gut microbiome is comprised of trillions of microbiota that live within our gastrointestinal tracts. These microbes can maintain and alter health homeostasis, playing diverse roles in immune regulation, metabolism, drug processing, and intercellular signaling [19]. This rapidly growing body of literature has linked the gut microbiome with anatomically distant sites, including the heart, liver, brain, and lungs [20,21,22,23]. Research regarding the gut microbiome’s role in ocular tissues, particularly in the retina, has only recently begun [24,25]. These pioneering studies have revealed functional and compositional differences in the gut microbiome in patients with retinal diseases such as primary open-angle glaucoma (POAG), neovascular AMD, retinal artery occlusion (RAO), and retinopathy of prematurity (ROP) [26,27,28,29]. Our team has previously shown that modulating the gut microbiome impacts the retinal transcriptome across many biological pathways implicated in retinal disease [30]. Other investigators have found that gut microbiota can alter retinal lipid composition, as well as systemic factors such as endotoxemia and immune response that may set the stage for retinal pathophysiology [31,32]. Due to their location in the gastrointestinal system and intimate communication with human cell types, gut microbiota may be responsible for mediating many of the observed effects of HFD on the retina. For example, Andriessen et al. recently showed that a HFD modifies gut microbiota composition, which consequently exacerbates laser-induced CNV [18]. Other studies have also shown that HFD-fed mice exhibit altered gut microbiomes, such as reduced diversity and a decreased Bacteroidetes-to-Firmicutes ratio [33,34,35].

Taken together, there seems to be a connection between HFD, the gut microbiome, and retinal homeostasis. Nevertheless, whether and how HFD affects the retina in the absence of gut microbiome remain unknown. In this study, we sought to distinguish these overlapping components, and investigate whether HFD directly alters the retinal transcriptome in the absence of gut microbiome by using germ-free mice and high-throughput RNA-sequencing. Given the complexity of genetic and environmental factors that contribute to retinal disease progression, understanding how diet impacts retinal biology at the transcriptional level could help identify underlying mechanisms of how diet can affect retinal diseases, which ultimately could lead to discovery of novel targets for preventative or therapeutic interventions to treat ocular diseases.

## 2. Materials and Methods

### 2.1. Animals and Diets

Mouse experiments were approved by the University of Chicago Institutional Animal Care and Use Committee and conducted according to ophthalmic and vision research guidelines set by the Association for Research in Vision and Ophthalmology (ARVO). This study used germ-free (GF) C57B1/6 adult male mice, which were housed in the Gnotobiotic Research Animal Facility at the University of Chicago. At 7 weeks of age, GF mice were fed ad libitum either a normal diet (ND) or high-fat diet (HFD) for 8 consecutive weeks. The HFD consisted of 23% saturated fat. Environmental conditions, including humidity and temperature, adhered to The Guide for the Care and Use of Laboratory Animals, 8th edition, and mice were subjected to a standard 12-h light cycle. At 15 weeks of age, the mice were euthanized by carbon dioxide and subsequent cervical dislocation. Samples were immediately placed on ice and processed for RNA-sequencing.

### 2.2. Sterility Monitoring

In order to provide a sterile environment, GF mice were housed in positive-pressure incubators at the University of Chicago’s Gnotobiotic Research Animal Facility and fed diets which had been irradiated and autoclaved at 250 °F for 30 min. Germ-free status was assessed as described previously [36]. Briefly, fecal samples were collected weekly, and cultured aerobically at 37 °C and 42 °C and anaerobically at 37 °C. Cultures were checked after 1, 2, 3, and 5 days had passed—no positive cultures were identified during the study. Additionally, fecal samples were screened for contamination by DNA extraction and quantitative real-time polymerase chain reaction (PCR) using universal bacterial primers for the 16 S RNA-encoding gene (IDT, 8 F was 5′-AGA GTT TGA TCC TGG CTC AG-3′, and 338 R was 5′-TGC TGC CTC CCG TAG GAG T-3′).

### 2.3. RNA Extraction

Whole mouse retinas were isolated on ice from freshly enucleated eyes, with all equipment, surfaces, and tubes treated with RNase decontamination solution (Thermo Fisher Scientific, Waltham, MA, USA) prior to use. Dissected retinas were stored in RNAlater solution (Thermo Fisher Scientific, Waltham, MA, USA) at −80 °C until RNA extraction using the RNeasy kit from Qiagen (Qiagen, Hilden, Germany). Concentrations were quantified using a Nanodrop (Thermo Fisher Scientific, Waltham, MA, USA) before sequencing.

### 2.4. RNA Sequencing

RNA from eight samples was used for analysis (four per diet group). The quality was evaluated using a Bioanalyzer at the University of Chicago Genomics Core and was confirmed to meet appropriate RNA integrity numbers (RIN). Next, cDNA libraries were constructed using TruSeq RNA Sample Prep kits (Illumina, San Diego, CA, USA) to generate 100-bp paired-end reads, which were indexed for multiplexing and then sequenced using PE100bp on the NovaSeq 6000 System (Illumina, San Diego, CA, USA). Data was provided in FASTQ format and analyzed in R.

### 2.5. Statistical Analysis

The secondary analysis of sequence data was performed on Globus Genomics, an enhanced, cloud-based analytical platform that provides access to different versions of Next-Generation Sequence analysis tools and workflow capabilities. Tools such as STAR, featureCounts, and Limma were run from within the Globus Genomics platform. We used STAR (version 2.4.2 a, Stanford University, Stanford, CA, USA) aligner default parameters to align the RNA-seq reads to the reference mouse genome (GRCm38) for all eight samples. The raw gene expression count matrix was then generated by featureCounts (version subread-1.4.6-p1). The gene annotation was obtained from the Gencode vM23. STAR default parameter for the maximum mismatches is 10 which is optimized based on mammalian genomes and recent RNA-seq data.

Significant DEGs with a *p*-value < 0.01 and LogFC > 1 were extracted for further downstream analysis. Filtering for DEGs with low expression (count-per-million < 10) was performed using edgeR [37,38]. The enrichment analysis in EnrichR suite took both the upregulated and downregulated DEGs in GF and extracted the over-represented gene ontology functional classification (molecular functions, biological processes, and cellular component). The significance of the association between the datasets and bio functions were measured using a ratio of the number of genes from the dataset that map to the pathway divided by the total number of genes in that pathway. This enrichment analysis was based on mouse-to-human orthologs. A list of all DEGs and their *p*-values is available in Table 1 and Table 2.

## 3. Results

### 3.1. HFD Is Associated with Differential Retinal Gene Expression in the Absence of the Microbiome

To compare the effect of a high-fat diet on the retinal transcriptome, we performed high-throughput RNA-seq analysis of mouse retinas from the GF-ND and GF-HFD. 

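Each library holds RNA from 1 whole retina of a male C57Bl/6 mouse raised without microbes. The 4 GF-ND mice (numbers 9, 10, 11 and 12) ate a normal diet, and the 4 GF-HFD mice (numbers 13, 15, 16 and 19) ate a diet with 23% saturated fat for 8 weeks, from 7 to 15 weeks of age. The authors aligned 100-bp read pairs to GRCm38 with STAR 2.4.2, counted them per gene with featureCounts of Subread 1.4.6-p1 and deposited raw counts under gene symbols. The libraries held 39258006 to 44357518 counts. Counts were scaled by TMM, and the diets were compared with the quasi-likelihood test of edgeR. Levels are given as CPM (counts scaled to a common library size), mean ± SD over 4 mice, and fold changes as the log2 of GF-HFD over GF-ND with a standard error (SE) from this test. A p for a single gene is from a two-sided exact permutation test of its log2 CPM, where 4 mice against 4 allow no p under 0.0286. Positions are those of GENCODE vM21 on GRCm38, while the paper counted on vM23. The paper's text does not give the strand setting of the counting, so counts are uncertain for a gene that overlaps another.
Transcripts of the lens, which lies next to the retina, made up 7.61% in GF-ND mouse 11 (95% Wilson interval 7.60 to 7.62%), 1.37% in GF-HFD mouse 19 (1.36 to 1.37%) and 0.0224 to 0.194% in the other 6. These intervals cover counting error only.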

We sequenced four whole retinas from both experimental groups (*n* = 4 eyes from 4 different mice, controlled for age and sex). After the correction of the raw data to remove background noise, 19,681 genes were selected for differential gene analysis (Supplementary Table S1). 

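The 53 genes of Table 1 and Table 2 are weakly expressed in these retinas. Of them, 40 had a mean under 1 CPM in both groups, 28 had a mean under 0.5 CPM, and 30 had no library above 30 counts. The highest means belonged to Mypn, a protein of the sarcomere's Z-disc, at 14.6 ± 9.06 CPM in GF-ND retinas, and to Hbb-bs, a beta globin chain, at 13.5 ± 6.34 CPM in GF-HFD retinas (SD, n = 4 each). Their median total over the 8 libraries was 94 counts. By comparison, 10288 genes had at least 10 CPM in at least 4 libraries, and 0 of the 53 were among these. The files list 55213 genes, of which 34800 had at least 1 count and 26900 had at least 10 counts in total and were tested. Of those tested, 16669 are protein-coding. The copy of Table S1 read here holds the first 1997 of the 19681 rows. Over the 1995 of these genes found in the counts, the paper's log2 fold changes and those of limma-voom without a filter on low counts differ by at most 0.04.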

DEGs were selected based on a stringent *p*-value cutoff < 0.01 and logFC > 1. 

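Siglec1, a sialic acid receptor of macrophages, Pik3c3, a lipid kinase of autophagy, and Sdc3, a heparan sulfate proteoglycan of neurons, had the smallest edgeR p among the named genes that were higher in GF-HFD retinas. Pik3c3 had a log2 fold change of 0.31 (SE 0.07, n = 4 each) and Sdc3 of 0.29 (SE 0.07). Among the named genes that were lower, the smallest edgeR p belonged to Snhg14, a noncoding transcript of an imprinted region, at -0.54 (SE 0.09), to the complement regulator Cd46, and to Taf1d, a factor of ribosomal RNA transcription, at -0.55 (SE 0.11). Spag5, a protein of the mitotic spindle, had a log2 fold change of -0.92 (SE 0.19) and Cdr1os, a noncoding transcript of neurons, of -0.94 (SE 0.20). The RNA polymerase II subunit Polr2d (0.41, SE 0.10), the glycosylation factor Tusc3 (0.33, SE 0.08), the phosphatase subunit Ppp2r2b (0.38, SE 0.09) and the DNA repair factor Swsap1 (0.33, SE 0.08) were higher, and the membrane fusion protein Snap23 (-0.40, SE 0.09), the synaptic adhesion protein Igsf9b (-0.61, SE 0.13), the collagen Col27a1 (-1.01, SE 0.22), Mroh7 (-0.89, SE 0.19) and Fam135b (-0.33, SE 0.07) lower. All 15 genes with a value here had the smallest exact permutation p that the design allows. They were chosen for a small edgeR p on the same libraries, so this is not independent evidence. Sdc3, Ppp2r2b, Snhg14, Cd46 and Taf1d overlap other genes.
The paper's thresholds were read here as an unadjusted p under 0.01 and a log2 fold change above 1 or below -1. At these thresholds, 23 genes were higher and 100 lower in GF-HFD retinas. Of these 123 genes, 43 are protein-coding (19 higher and 24 lower). Among the lower ones, 35 are gene models of the annotation class TEC, which awaits experimental evidence, and 16 are antisense transcripts. All 53 genes of Table 1 and Table 2 had the sign that the paper gives, and 23 of them met both thresholds (9 of Table 1 and 14 of Table 2). With p adjusted over the list alone, 50 of the 53 had an adjusted p under 0.05, which is not independent evidence, since the paper chose these genes on the same libraries.
Over all genes tested, edgeR called 0 at an adjusted p under 0.05 (smallest adjusted p = 0.649), with 1985 at an unadjusted p under 0.05 (766 higher, 1219 lower) where chance gives 1345. On the same genes limma-voom called 0 and DESeq2 53 (9 higher, 44 lower), and edgeR with 1 surrogate variable called 8. Without GF-ND mouse 11, edgeR called 421 (61 higher, 360 lower), and the genes at the paper's thresholds numbered 84 higher and 269 lower. Leaving out another mouse moved the number higher to 8 (mouse 19), 12 (mouse 16), 15 (mouse 9) or 62 (mouse 13), the number lower to 44 (mouse 10) or 58 (mouse 15), and the paper's genes at the thresholds to 14 (mouse 9), 15 (mouse 10) or 10 (mouse 15).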

Comparison between the two groups identifies 53 DEGs, of which 19 are upregulated and 34 are downregulated in the GF-HFD mice group. The National Center for Biotechnology Information (NCBI) gene database was used to filter pseudogenes and uncharacterized cDNA to compile a list of protein-coding genes only. 

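In 39 of the 53 genes of Table 1 and Table 2, every mouse of 1 group had a higher level than every mouse of the other (14 of Table 1, 25 of Table 2). In 5 of the 39 the groups share a count and are apart only after scaling by library size. Gpr84, a receptor for medium-chain fatty acids on myeloid cells, had 26 to 33 counts in GF-HFD and 47 to 88 in GF-ND mice, a log2 fold change of -1.22 (SE 0.28, n = 4 each). It overlaps Gm49482. Klrg2, a lectin-like receptor, had 10 to 25 counts against 43 to 59 (log2 fold change -1.37, SE 0.33). Anxa9, an annexin, had 8 to 33 counts against 43 to 50 (log2 fold change -1.56, SE 0.42), though it overlaps Mindy1 and 6330562C20Rik. Some of these genes were highest in GF-ND mouse 11, the library with the most lens transcripts. Plekha4, a phosphoinositide-binding protein, had 789 counts in that mouse and 184 to 209 in the other GF-ND mice, and its log2 fold change was -1.60 (SE 0.46) with the mouse and -0.81 (SE 0.19) without it. For Mypn the values were 1165 counts against 342 to 539, and -1.20 (SE 0.35) against -0.67 (SE 0.18).
Over all genes tested, 1298 (4.83%) kept the groups apart in this way, where chance gives 2.86%. The paper chose the 53 on these libraries, so their count is not independent evidence. On the 1000 most variable genes, the leading principal component held 55.9% of the variance and did not part the diets (two-sided exact permutation test, p = 1), nor did the second with 17.0% (p = 0.257 by the same exact test). The third held 8.77% and did (p = 0.0286 by the exact test), though GF-ND mouse 10 lies far from the rest on it (35.3) and the nearest mice of the diets are at -2.68 and -3.36.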

A heatmap was plotted to show the hierarchical clustering of the DEGs (Figure 1). 

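Rod markers had higher fitted levels in GF-HFD retinas, though 0 of 18 passed when adjusted over the list alone or over all genes. All 18 markers on a list of rod genes had a higher fitted level (median log2 fold change 0.32), among them the rod transducin Gnat1 at 0.40 (SE 0.18), and the mean log2 CPM of the list was 11.3 ± 0.148 in GF-HFD and 10.9 ± 0.302 in GF-ND retinas (SD, n = 4 each). The rod mean was 10.5 in GF-ND mouse 11, the library with the most lens transcripts, and 11.0 to 11.1 in the other GF-ND mice, and without mouse 11 the median log2 fold change was 0.20. All 14 markers of retinal ganglion cells had a higher fitted level (median 0.21, and 0.14 to 0.35 over the settings set in advance), with the neurofilament Nefl at 0.18 (SE 0.10) and the surface protein Thy1 at 0.20 (SE 0.10), but their list mean was highest in GF-ND mouse 11 (5.37 log2 CPM, against 5.16 to 5.33 in the GF-HFD mice, exact permutation p = 0.143). Markers of microglia and macrophages were higher in 16 of 18 (median 0.34, with the growth factor receptor Csf1r at 0.12, SE 0.35, and a list mean of 1.16 and 1.53 log2 CPM in GF-HFD mice 16 and 19, 0.43 and 0.82 in GF-HFD mice 13 and 15 and -0.05 to 0.77 in the GF-ND mice), and those of endothelial cells in 11 of 14 (median 0.21, with the VEGF receptors Flt1 at 0.20, SE 0.07, and Kdr at 0.04, SE 0.15). Cone markers were higher in 9 of 12 (median 0.22, with the cone transducin Gnb3 at -0.03, SE 0.17), pericyte markers in 7 of 10 (median 0.22, with Rgs5 at 0.24, SE 0.17) and Mueller glia markers in 9 of 12 (median 0.08, with glutamine synthetase Glul at 0.15, SE 0.11). Nefl, Csf1r and Glul overlap other genes.

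**Figure D1:**
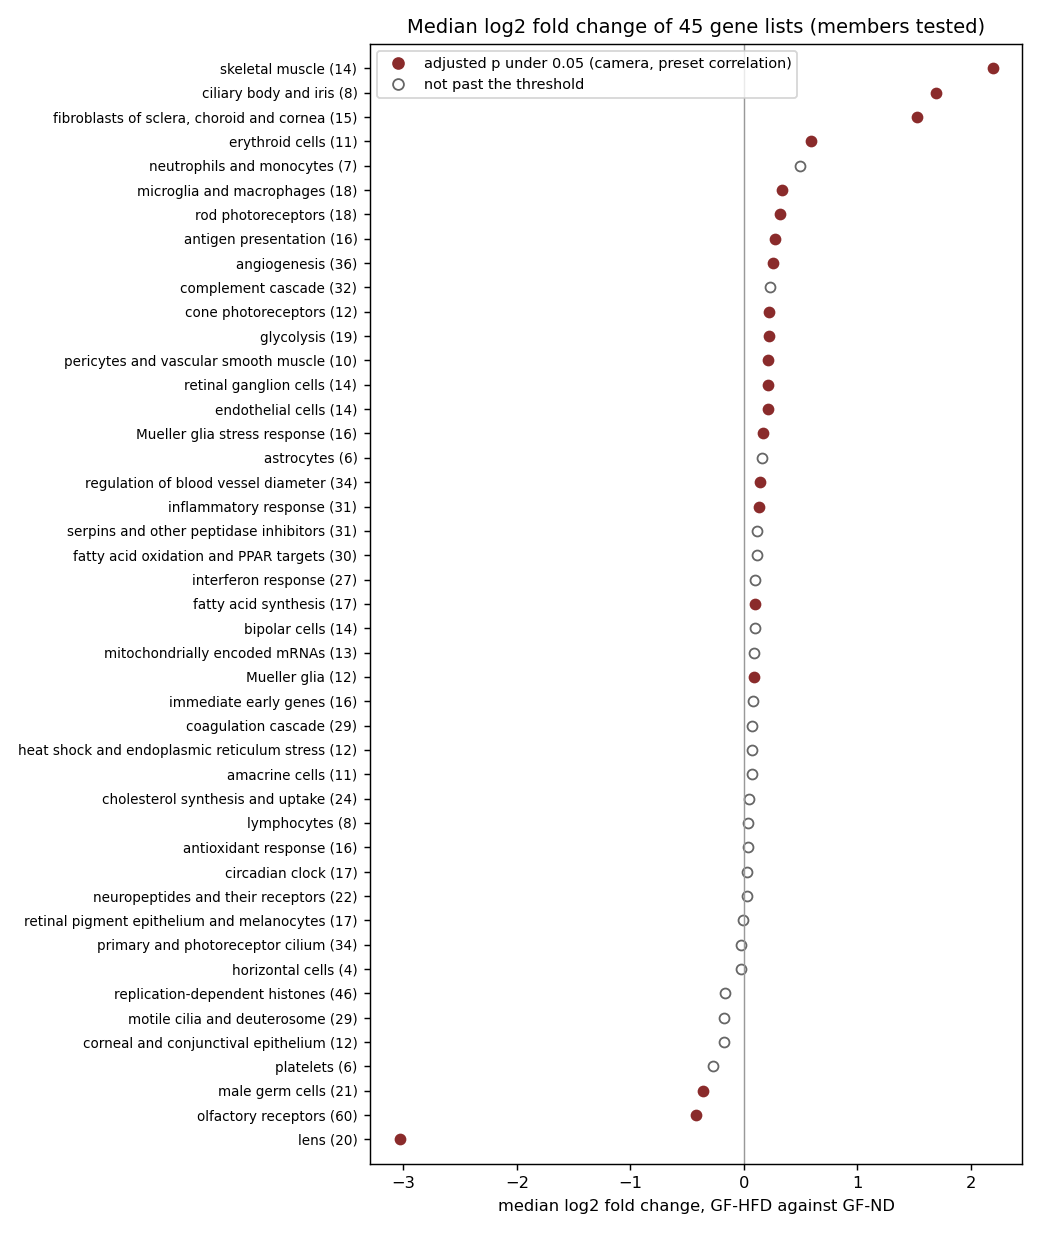
Median log2 fold change of GF-HFD over GF-ND retinas (x axis) for the 45 gene lists (y axis, with the members tested). Filled points passed camera at an adjusted p under 0.05 with the preset correlation, and medians run from -3.03 for the lens to 2.19 for skeletal muscle.

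Camera with a preset correlation of 0.01 called 21 of 45 lists at an adjusted p under 0.05 (18 higher, 3 lower). The lists were fixed before the counts were read, but some hold genes that the paper chose on these libraries. Among those called were rods (adjusted p = 9.30e-09), microglia (3.00e-05), ganglion cells (6.20e-05), endothelial cells (0.00281), cones (0.00681), Mueller glia (0.0289) and pericytes (0.0499). With an estimated correlation 0 of the 45 were called (smallest adjusted p = 0.194), and the unadjusted p was 0.121 for rods, 0.147 for microglia, 0.155 for ganglion cells, 0.185 for endothelial cells, 0.281 for cones, 0.37 for Mueller glia and 0.167 for pericytes. Lists of bipolar (median 0.09), amacrine (0.07) and horizontal cells (-0.02) and of astrocytes (0.16) were not called, with adjusted p from 0.116 to 0.88, though astrocytes were without mouse 9 (0.0414) or 11 (0.0340) and amacrine cells without mouse 11 (0.0131). In an exact permutation test of the list means, 5 lists had the smallest p that 4 against 4 allow (0.0286), rods among them, and 0 passed after adjustment over the lists (smallest adjusted p = 0.257). Without GF-HFD mouse 16, camera called 10 lists, and the endothelial call was lost (adjusted p = 0.156), while the cone call was lost without GF-ND mouse 11 (0.660) or GF-HFD mouse 15 (0.0847). At a minimum of 10 CPM in 4 libraries the endothelial median turned to -0.047 (adjusted p = 0.788). The pericyte call was lost without mouse 9 (0.0820), 10 (0.0844), 12 (0.236), 15 (0.0600), 16 (0.183) or 19 (0.180), and the Mueller glia call without mouse 10 (0.127), 12 (0.510), 16 (0.0915) or 19 (0.118), with a median of -0.002 without mouse 12. With the fibroblast score as a covariate, a fit chosen after the values were seen, the endothelial (adjusted p = 0.150), pericyte (0.738) and Mueller glia calls (0.465) were lost, and the microglial median was 0.17, still called. Without mice 11, 16 and 19, also chosen afterwards, the microglial call was lost too (0.170).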

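Markers of tissues around the retina differed between libraries by more than markers of the retina. Collagens and proteoglycans of fibroblasts were higher in 12 of 15 in GF-HFD retinas (median log2 fold change 1.52), with the matrix protein Fbln1 at 1.88 (SE 1.30) and Ogn at -0.56 (SE 1.54), which was 2.83 without GF-ND mouse 11. Markers of the ciliary body and iris were higher in 7 of 8 (median 1.69, with Optc at 1.88, SE 1.22), and those of skeletal muscle in 13 of 14 (median 2.19, with skeletal actin Acta1 at 1.15, SE 0.65, and -0.16 without GF-HFD mouse 13). The 20 markers of the lens were all lower (median -3.03), with the crystallins Cryaa at -1.97 (SE 1.79) and Crybb2 at -2.60 (SE 1.84), which were 2.13 and 2.16 without GF-ND mouse 11. Cryaa overlaps AC090881.2.
Fibroblast markers had a mean log2 CPM of 3.00 and 3.38 in GF-HFD mice 16 and 19 and at most 1.97 in the other 6, muscle markers had 1.25 in GF-HFD mouse 13 and at most -1.37 elsewhere, and lens markers had 10.1 in GF-ND mouse 11 and 6.53 in GF-HFD mouse 19. Markers of the ciliary body and iris had 2.02 and 2.72 in GF-ND mice 10 and 11, 2.04, 3.52 and 3.96 in GF-HFD mice 15, 16 and 19, and -0.648 to -0.358 in the other 3 mice.

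**Figure D2:**
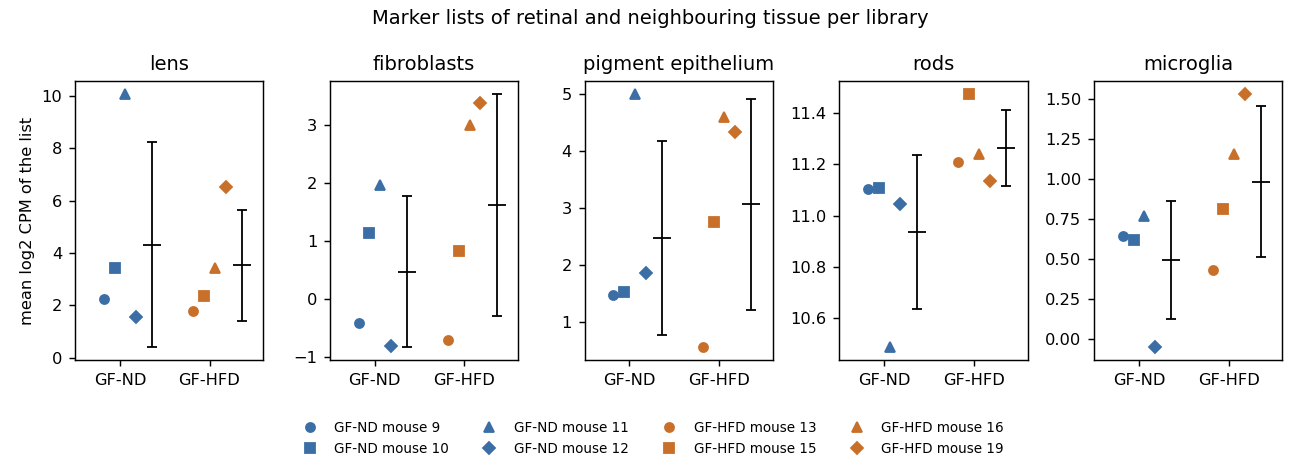
Mean log2 CPM (y axes, which do not start at 0) of marker lists of the lens, fibroblasts, the pigment epithelium, rods and microglia in each GF-ND and GF-HFD library, with the mean and SD of the 4 mice. The lens list is highest in GF-ND mouse 11 and GF-HFD mouse 19, and rods are lowest in GF-ND mouse 11 at 10.5.

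Camera called fibroblasts (adjusted p = 0.000270), ciliary body (0.00206), muscle (0.00206) and lens (0.0477), and with an estimated correlation the unadjusted p was 0.219, 0.193, 0.301 and 0.586. The fibroblast call was lost without GF-HFD mouse 16 (adjusted p = 0.0509) and the ciliary body call without it or GF-HFD mouse 19 (0.0509 and 0.0623), the muscle median was -0.17 without GF-HFD mouse 13, and the lens median was 2.27 without GF-ND mouse 11, while the lens call was lost without each of GF-HFD mice 13, 15 and 16. Over all 8 mice the lens call was lost with RLE factors (0.0600), library totals (0.108) and edgeR's filterByExpr (0.0584). It was also lost at 10 CPM (0.350) and in limma-voom with or without a filter (0.252 and 0.311, medians -0.88 and -0.89). The muscle call was lost with filterByExpr (0.445, median 0.54) and the fibroblast call at 10 CPM (0.916). From the genes that pass its thresholds, the paper proposes that the diet acts on the retina without gut microbes.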

The sequencing data suggests that HFD is associated with changes in the retinal transcriptome in the absence of the microbiome. Detailed list and statistics of the upregulated and downregulated DEGs are available in Table 1 and Table 2.

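Genes of red blood cells were higher in GF-HFD retinas. The beta globins Hbb-bs (log2 fold change 1.39, SE 0.36) and Hbb-bt (1.54, SE 0.37) and the alpha globins Hba-a1 (1.43, SE 0.35) and Hba-a2 (1.91, SE 0.51) were each higher in all 4 GF-HFD mice than in any GF-ND mouse (exact permutation p = 0.0286 for each, n = 4 each). Hbb-bs was at 5.17 ± 2.04 CPM in GF-ND retinas and Hba-a1 at 4.46 ± 2.04 CPM in GF-HFD and 1.65 ± 0.538 CPM in GF-ND retinas (SD, n = 4 each). Klf1, the transcription factor that turns on the globin genes, lies on chromosome 8 from 84901928 to 84905291 and had 12 to 21 counts in GF-HFD and 2 to 7 in GF-ND mice (log2 fold change 1.82, SE 0.54). Bpgm, an enzyme of red cells that is also made in other tissues, was at 0.27 (SE 0.10). The 2 alpha globins are near-identical copies and can share reads, as can the 2 beta globins.

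**Figure D3:**
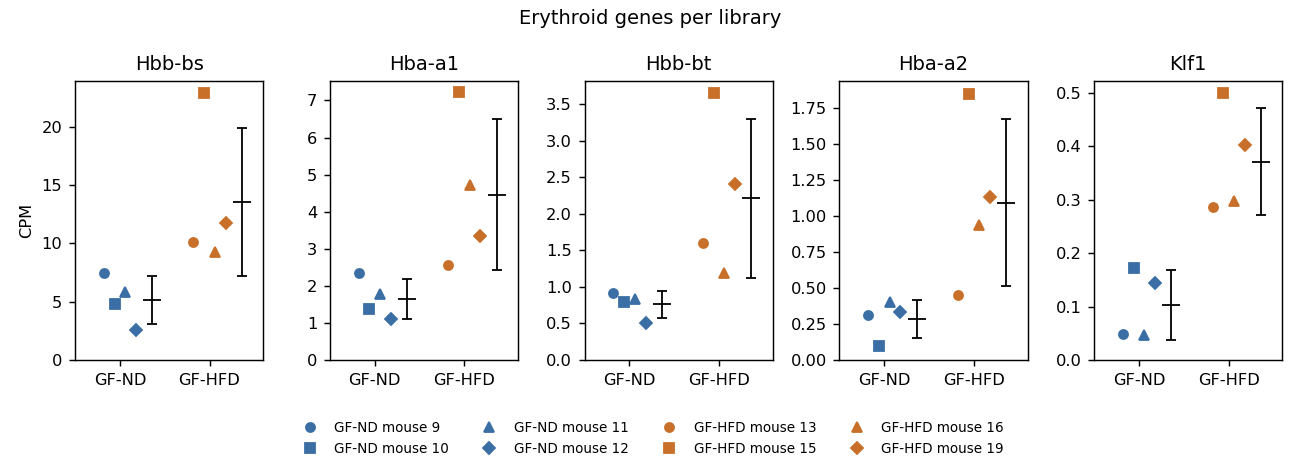
CPM (y axes) of 4 globin genes and Klf1 in each GF-ND and GF-HFD library, with the mean and SD of the 4 mice. Every GF-HFD mouse lies above every GF-ND mouse in each panel.

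Of 11 erythroid genes tested, 10 were higher (median 0.59, and 0.06 to 1.4 over the settings set in advance), and 6 had an adjusted p under 0.05 when adjusted over the list alone and 0 over all genes in edgeR, where DESeq2 called Hbb-bs, Hbb-bt and Hba-a1. Camera called the list (adjusted p = 1.22e-06) but not with an estimated correlation (adjusted p = 0.348, unadjusted p = 0.0155), and 5 members met the paper's thresholds (one-sided Fisher exact test, adjusted p = 3.75e-08). The list holds genes that the paper chose on these libraries, so it is not independent evidence. Camera did not call the lists of other blood cells: neutrophil and monocyte genes had a median of 0.49 (5 of 7 higher, camera adjusted p = 0.202), lymphocyte genes of 0.04 with a negative mean (4 of 8 higher, 0.249) and platelet genes of -0.27 with a positive mean (3 of 6 higher, 0.824).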

### 3.2. Significant Biologic Functions and Processes Are Overrepresented by Functional Enrichment Analysis

The enrichment analysis for gene ontology and pathways was performed using EnrichR [39,40,41]. Enrichment analysis was done to identify over-represented biological functions and classes from statistically significant differentially expressed genes. 

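The complement genes Cd46 and Cfp were lower in GF-HFD retinas. Cd46, which helps to inactivate C3b and C4b on cells, lies on chromosome 1 from 195036826 to 195092249 and was at 3.78 ± 0.193 CPM in GF-HFD and 7.38 ± 1.48 CPM in GF-ND retinas (SD, n = 4 each), a log2 fold change of -0.97 (SE 0.17). It overlaps A330023F24Rik and the microRNA genes Mir29b-2 and Mir29c. Cfp, or properdin, which stabilises the convertase of the alternative pathway, was at 7.35 ± 0.385 CPM against 14.6 ± 5.04 CPM (log2 fold change -0.99, SE 0.24), and the exact permutation p was 0.0286 for Cd46 and 0.0571 for Cfp. In the complement list 20 of 32 genes were higher (median 0.23), with vitronectin (Vtn) at 0.33 (SE 0.19) and clusterin (Clu) at -0.12 (SE 0.49), which was 0.69 without GF-ND mouse 11. In the coagulation list 15 of 29 were higher (median 0.07), with the thrombin receptor F2r at -0.18 (SE 0.33), which was 0.33 without that mouse, and the protease inhibitor A2m at 0.71 (SE 0.57).
Cd46 and Cfp had an adjusted p under 0.05 when adjusted over the complement list alone, and Cd46 over both lists together. Over all genes edgeR called 0 of the 61 members, with 3 higher and 4 lower at an unadjusted p under 0.05, and DESeq2 called Cd46 and Cfp. Camera did not call either list (adjusted p = 0.0749 for complement, 0.538 for coagulation), though it called complement without mouse 10 (0.0433), 13 (0.00292) or 15 (0.0103). Over all 8 mice it called complement on library totals (0.0349) and upper-quartile factors (0.0488). It also did so without a filter in edgeR (0.0324) and in limma-voom (0.0423). Of the 61, 0 met the paper's thresholds (one-sided Fisher exact test, p = 1). Over the same 8 mice, 3 met them on protein-coding genes alone (p = 0.000565 by the same exact test) and on library totals (p = 0.00439 by the exact test), and 2 without a filter (p = 0.0328, exact) and with upper-quartile factors (p = 0.0352, exact). Leaving out 1 mouse brought 3 members to the thresholds without mouse 11 (p = 0.0486 by the same exact test) or 13 (p = 0.00577), and 2 without mouse 12 (p = 0.0165). Among the paper's 53 genes, 2 are members, Serpinc1 and Serpinf2, against 60 protein-coding members tested (Fisher exact test, odds ratio 11.2, p = 0.0156), which is not independent of the paper's choice.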

Human and mouse pathway analysis revealed that complement and coagulation cascades were significantly affected by HFD (Figure 2 and Figure 3). 

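Of 34 genes that regulate blood vessel diameter, 24 were higher in GF-HFD retinas (median log2 fold change 0.15). Abundant members differed little, with the potassium channel Kcnma1 at -0.08 (SE 0.09) and the guanylate cyclase subunit Gucy1a1 at 0.11 (SE 0.10, n = 4 each). The nitric oxide synthases Nos2 and Nos3 were at 0.10 (SE 0.36) and -0.02 (SE 0.18). Edn3, a vasoconstrictor peptide that was singled out after its values were seen, was the only member at the paper's thresholds (3.37, SE 0.86), with 471 and 815 counts in GF-HFD mice 16 and 19, whose libraries held the most fibroblast transcripts, and 16 to 96 in the other 6 mice. Of 31 genes of the inflammatory response, 20 were higher (median 0.13), with the NF-kB inhibitor Nfkbia at 0.08 (SE 0.10) and Nfkb1 at -0.01 (SE 0.08). Lat and Cd27, which act in T cell signalling, were at -1.26 (SE 0.44) and -1.10 (SE 0.35), and Lat overlaps the microRNA gene Mir7058 and Cd27 Mir8113. Kcnma1, Gucy1a1 and Nos3 overlap other genes too. The exact permutation p was 0.0571 for Edn3 and Cd27 and 0.0857 for Lat.
Camera called both lists (adjusted p = 0.00624 for vessel diameter and 0.0289 for inflammation), and with an estimated correlation the unadjusted p was 0.138 and 0.129. Siglec1 alone passed when adjusted over the inflammatory list alone, and Siglec1 and Cd27 met the paper's thresholds (one-sided Fisher exact test, p = 0.00884, adjusted p = 0.0995), both chosen by the paper on these libraries. Of 20 settings set in advance, camera called vessel diameter in 15 and inflammation in 9. The vessel call was lost without mouse 12 (adjusted p = 0.0824) or 16 (0.0526). It was also lost with filterByExpr (0.0584), at 10 CPM (0.952) and on protein-coding genes alone (0.0649). The inflammatory call was lost in the same settings (0.339, 0.788 and 0.141), with DESeq2 (0.0763), limma-voom (0.0792) and 1 surrogate variable (0.124). It was also lost without mouse 10 (0.0749), 11 (0.0664), 12 (0.116), 16 (0.0915) or 19 (0.150). The inflammatory medians without these mice were 0.050, 0.420, 0.041, 0.140 and 0.137, against 0.135 over all mice. With the fibroblast score as a covariate, a fit chosen after the values were seen, both calls were lost (0.147 and 0.406). The vessel median was then 0.077, while the inflammatory median, at 0.146, was no smaller than without the covariate.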

The analysis also shows that the top 3 biological processes are regulation of blood vessel diameter, inflammatory response, and negative regulation of endopeptidase (Figure 4). Molecular functions altered include endopeptidase inhibitor activity, protease binding, and cysteine-type endopeptidase inhibitor activity (Figure 5).

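Inhibitors of peptidases went both ways: of 31 serpins, cystatins, tissue inhibitors of metalloproteinases and related genes, 20 were higher and 11 lower in GF-HFD retinas, with a median log2 fold change of 0.11 and a mean of -0.09. Timp3, a metalloproteinase inhibitor of the pigment epithelium's basement membrane, was at -0.09 (SE 0.62, n = 4 each), and at 1.04 without GF-ND mouse 11, and overlaps Syn3. Serpinf1, which encodes the anti-angiogenic factor PEDF, was at 0.41 (SE 0.27), and at 0.09 without GF-HFD mouse 16, which had 317 counts where the other 7 mice had 123 to 174. Pi16, a peptidase inhibitor of Table 2, was at -1.11 (SE 0.42) and overlaps AC162182.1. Serpina3n, a serpin of reactive glia that was singled out after its values were seen, was at 2.69 (SE 0.77), with 1904 and 1178 counts in GF-HFD mice 16 and 19 and 62 to 262 in the other 6 mice (exact permutation p = 0.143, against 0.0286 for Pi16). At an unadjusted p under 0.05 in edgeR, 3 members were higher and 4 lower, and 0 passed when adjusted over the list alone or over all genes. Camera did not call the list (adjusted p = 0.294), but called it without mouse 11 (0.0131) or 13 (0.00625).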

## 4. Discussion

To our knowledge, this is the first study to use high-throughput RNA sequencing of whole retinas from GF mice to demonstrate that high-fat diet alone is associated with changes in the retinal transcriptome in the absence of gut microbiome. Diet is a highly modifiable risk factor for development of vision threatening diseases, and understanding the relationship between diet and ocular pathology is a promising avenue for intervention. However, the biological pathways connecting diet to ocular disease are poorly understood and there is limited literature investigating the pathways involved.

Multiple clinical studies have demonstrated that diet plays a critical role in retinal health and contributes to diseases including age-related macular degeneration, diabetic retinopathy, and primary open angle glaucoma [42,43,44]. For example, recently published data from the AREDS study group reported that higher intake of saturated fatty acids, monounsaturated fatty acids, and oleic acid were associated with significant increased risk of progression to late AMD [45]. Supporting this, our team has previously published data showing that high-fat diet increased lesion size, vascular leakage, and sub-RPE deposits of laser-induced choroidal neovascularization in both wild-type and apolipoprotein E-deficient mice [15]. Recent evidence has suggested that the effects of high-fat diet on retinal disease are mediated by the gut microbiome. High-fat diets can cause gut microbial dysbiosis altering intestinal permeability and leading to low-grade inflammation with release of pro-angiogenic factors which may exacerbate ocular diseases such as proliferative diabetic retinopathy and neovascular AMD [18].

To further elucidate the biological connections between the diet–gut–retina axis, we aimed to investigate how diet affects the retinal transcriptome independently of the gut microbiome [30]. Germ-free mice, raised without exposure to any microbes, provide an ideal model to investigate this hypothesis [46]. In this study, we used GF mice fed a high-fat diet compared to a normal diet to explore retinal transcriptome changes induced by diet alone. After analysis of 19,681 total DEGs with removal of pseudogenes, 53 significant DEGs with LogFC > 1 were identified between groups (Figure 1). Enrichment analysis shows pathways involved in complement and coagulation cascades, inflammatory response, regulation of angiogenesis and blood vessel morphology, and endopeptidase inhibitor activity (Figure 2) were significantly affected by high-fat diet in germ-free mice.

### 4.1. High-Fat Diet May Affect Expression of Genes Involved in Inflammatory Pathways in Germ-Free Mice

Enrichment analysis of significant DEGs demonstrated that complement and coagulation cascades were significantly affected by high-fat diet (Figure 2). The complement and coagulation cascades are activated in response to retinal inflammation and vascular injury and have been highly implicated in retinal disease, especially in development of age-related macular degeneration, with multiple ongoing clinical trials currently being investigated [47,48,49]. Additional biological pathways identified were involved in inflammatory response, positive regulation of interleukin-8, protease binding, and regulation of endopeptidase activity (Figure 4 and Figure 5). 

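Siglec1, Ifi204, C1qtnf2 and Nlrp10 were higher in GF-HFD retinas, each at a low count, while Gpr84 (log2 fold change -1.22, SE 0.28) and Mcemp1 (-1.39, SE 0.42), expressed in myeloid cells, were lower. Siglec1, on chromosome 2 from 131069220 to 131086765, had 5 to 26 counts in GF-HFD and 1 to 2 in GF-ND mice, a log2 fold change of 3.29 (SE 0.67, n = 4 each). Ifi204, a sensor of cytosolic DNA, lies on chromosome 1 from 173747293 to 173766943 and had 5 to 30 counts against 0 to 4 (2.83, SE 0.82). C1qtnf2, a secreted protein with a C1q domain, lies on chromosome 11 from 43474276 to 43491525 and had 6 to 10 counts against 0 in 3 GF-ND mice and 4 in mouse 11 (2.83, SE 1.08). Nlrp10, a member of the NOD-like receptor family, had 20 to 42 counts against 9 to 18 (1.15, SE 0.37). Hist1h3i, an H3 histone gene, went the other way with 2 counts over all GF-HFD and 17 over all GF-ND mice, a ratio of 8.71 (95% exact interval from counting 2.07 to 77.7, taking each count as independent). In each of these 7 genes the groups did not overlap in CPM (exact permutation p = 0.0286), though for Hist1h3i both groups hold a mouse with 2 counts, apart only after scaling by library size.
For wider groups list medians are given, which cannot be compared with single genes that the paper chose for a large fold. Genes of the interferon response were higher in 17 of 27 (median 0.10, with Stat2 at -0.20, SE 0.17) and were not called by camera (adjusted p = 0.104), except without mouse 9 (0.0211) or 13 (0.00165). Genes of antigen presentation were higher in 11 of 16 (median 0.28, with the MHC class I gene H2-D1 at 0.21, SE 0.11, and the loading factor Tapbp, singled out after its values were seen, at 0.34, SE 0.09, which overlaps Zbtb22 and Gm19412). Camera called these (adjusted p = 0.00101, unadjusted p = 0.145 with an estimated correlation), but not without mice 11, 16 and 19 (0.170), a fit chosen after the values were seen. Their list mean was highest in GF-HFD mice 16 and 19 (2.0 and 2.4 log2 CPM), whose libraries held the most fibroblast transcripts, and lower in GF-HFD mice 13 and 15 (1.4 and 1.6) than in GF-ND mouse 11 (1.9). Of 46 replication-dependent histone genes, 27 were lower (median -0.17, with Hist1h2bc at 0.13, SE 0.09, and a camera adjusted p of 0.376).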

Our results demonstrate that DEGs in pathways involved in retinal inflammation were significantly affected by high-fat diet (Table 1 and Table 2). *C1qtnf2* is a member of the C1q and tumor necrosis factor related-protein (CTRP) superfamily reported to be involved in retinal inflammation and associated with late-onset retinal degeneration [50,51]. High expression of CTRPs has been reported in the drusen of human donor eyes with AMD [52]. Additionally, the CTRP family has reported to mediate glucose-induced oxidative stress and apoptosis in RPE cells [53]. *Ifi204* (interferon gamma inducible protein) is a cytosolic DNA sensor involved in initiation of a type 1 interferon response and activation of the inflammasome pathway in response to bacterial or viral infection [54,55]. Multiple genes involved in activation of local ocular inflammatory response, including *Ifi204*, have been identified as mediators of retinal aging [56,57]. The H3 family of histones (including *Hist1h3i*) may be important in epigenetic modifications that promote a persistent pro-inflammatory state in diabetic retinopathy [58,59]. Multiple classes of histone genes are involved in regulation of the nucleosome and have been shown to be actively transcribed in both developing and aging retinal neurons [60]. *Serpinc1* and *Serpinf2* are members of the serine protease inhibitor (serpin) family, which were also found to be downregulated in our study. 

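Both serpins had few counts in GF-HFD retinas. Serpinc1, which encodes antithrombin, lies on chromosome 1 from 160978585 to 161005863 and had 0, 2, 1 and 5 counts in GF-HFD mice 13, 15, 16 and 19 and 8 to 15 in the GF-ND mice. Its log2 fold change was -2.46 (SE 0.78, n = 4 each), at 0.0471 ± 0.0512 CPM against 0.272 ± 0.0759 CPM (SD). Serpinf2, which encodes the plasmin inhibitor alpha-2-antiplasmin, lies on chromosome 11 from 75431732 to 75439591 and had 0 to 2 counts against 2 to 9, at -2.59 (SE 0.90). In both genes every GF-ND mouse had a higher CPM than every GF-HFD mouse (two-sided exact permutation test, p = 0.0286), though for Serpinf2 both groups hold a mouse with 2 counts, apart only after scaling by library size. Neither passed when adjusted over the coagulation list or over all genes. Serpinc1 overlaps Zbtb37 on the other strand.

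**Figure D4:**
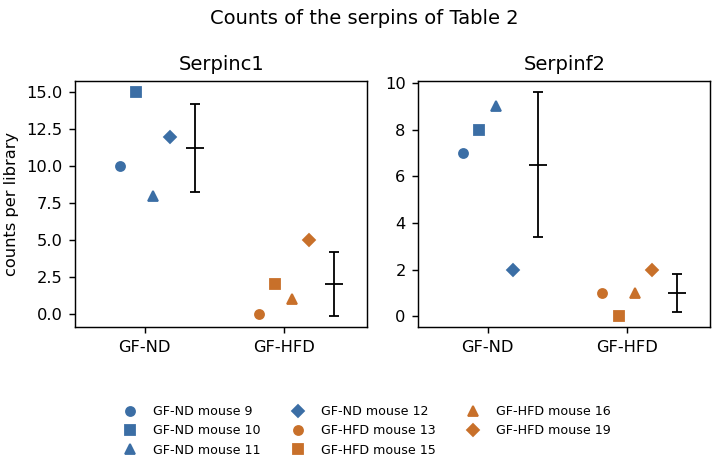
Counts per library (y axes) of Serpinc1 and Serpinf2 in GF-ND and GF-HFD mice, with the mean and SD of the 4 mice. The GF-HFD mice sit between 0 and 5 counts of Serpinc1 and the GF-ND mice between 8 and 15.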

Proteins in the serpin family include endopeptidases that have been reported to be important in inhibiting angiogenesis and retinal cell death [61,62]. Proteomics analysis has identified multiple proteins in the serpin family including both *Serpinc1* and *Serpinf2* as potential serum biomarkers of retinal inflammation in diabetic retinopathy [63]. Additionally, VEGF is involved in the negative regulation of cysteine-type endopeptidase activity required for the apoptotic process [64].

### 4.2. High-Fat Diet May Influence Genes and Pathways Involved in Angiogenesis in Germ-Free Mice

Enrichment pathway analysis of the significant DEGs showed that pathways involved in regulation of angiogenesis, blood vessel diameter, and blood vessel morphogenesis (Figure 4) were affected by high-fat diet in germ-free mice. Bioactive lipids have been shown to be involved in regulation of pathologic retinal angiogenesis [65]. Our results identified several DEGs involved in regulation of angiogenesis (Table 1 and Table 2). 

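Genes of angiogenesis were higher in 26 of 36 in GF-HFD retinas (median log2 fold change 0.25). The list mean was 3.18 and 3.01 log2 CPM in GF-HFD mice 16 and 19, whose libraries held the most fibroblast transcripts, and 2.34 to 2.83 in the other 6 mice (exact permutation p = 0.229). The hypoxia factor Hif1a, which overlaps Gm49321 and Gm15283, was at 0.20 (SE 0.11) and the Notch ligand Jag1 at -0.22 (SE 0.15, n = 4 each). Gdf2, or BMP9, a circulating ligand of the endothelial receptor Acvrl1, lies on chromosome 14 from 33941039 to 33947198 and had 12 to 28 counts in GF-HFD and 6 to 14 in GF-ND mice (1.16, SE 0.46). Hmga2, a chromatin protein of growing tissue, was at -0.94 (SE 0.41) and overlaps 1700006J14Rik. Nppb, a natriuretic peptide that widens vessels, lies on chromosome 4 from 147985788 to 147987205 and had 10 to 12 counts against 0 to 4 (2.08, SE 0.72). Opn5, a violet-sensitive opsin, had 4 counts in GF-HFD mouse 19 and 0 in the other 3, against 2 to 9 in GF-ND mice (-2.41, SE 1.21). The exact permutation p was 0.0286 for Nppb, 0.0571 for Gdf2 and Opn5 and 0.114 for Hmga2.
Camera called the angiogenesis list (adjusted p = 0.000246, unadjusted p = 0.152 with an estimated correlation), but not without GF-HFD mouse 16 (adjusted p = 0.0526). With the fibroblast score as a covariate, a fit chosen after the values were seen, the median was 0.11 and the call was lost (adjusted p = 0.126). At an unadjusted p under 0.05 in edgeR, 5 members were higher and 1 lower, and 0 passed when adjusted over the list alone or over all genes.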

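Fat2, a giant protocadherin of cell contacts, had 2, 8, 30 and 8 counts in GF-HFD mice 13, 15, 16 and 19 and 0 in each of the 4 GF-ND mice. It lies on chromosome 11 from 55250609 to 55336564. Over the groups this is 48 counts against 0. Scaled by library totals alone, Fat2 was at least 15.1-fold higher in GF-HFD retinas, with a floor of 3 counts over the GF-ND group. This bound is too high if the reads of a pair were counted apart. The level of Fat2 was 0.278 ± 0.280 CPM in GF-HFD retinas (SD, n = 4), and 30 of the 48 counts came from mouse 16 (exact permutation p = 0.0286).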

*Fat2* (FAT-like cadherin 2) was the most highly upregulated gene identified and has not previously been described in the retina [66]. The cadherin superfamily is involved in maintaining the blood–retinal barrier and cell migration during angiogenesis [67,68]. *Neuropsin* (Opn5) is expressed in retinal ganglion cells and has to been reported to mediate light-dependent retinal vascular development and mediate photoentrainment of circadian rhythm [69,70]. *Nppb* (Natriuretic peptide B) is involved in retinal response to hypoxia and may be an important regular of retinal vascular permeability [71,72].

### 4.3. High-Fat Diet May Affect Expression of Genes Involved in RPE Function and Ciliogenesis in Germ-Free Mice

Our data also suggest that high-fat diet may regulate expression of several genes involved RPE function and ciliogenesis in germ-free mice. 

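Genes of motile cilia had scattered values in these retinas. Deup1, the scaffold of the deuterosome from which cells with many cilia make their centrioles, lies on chromosome 9 from 15559864 to 15627933 and had 26 counts over the GF-HFD mice (2 to 12 each) and 1 over the GF-ND mice, a ratio of 25.4 (95% exact interval from counting 4.17 to 1040, taking each count as independent; log2 fold change 4.11, SE 1.14). Maats1, a part of the axoneme of sperm tails, had 16 counts against 2, both in GF-ND mouse 12, a ratio of 7.81 (interval 1.84 to 70.0, exact permutation p = 0.0571), and overlaps Maats1os. Of 29 genes of motile cilia, 17 were lower and 12 higher (median -0.17, mean 0.13), with the dynein heavy chain Dnah9, which overlaps Gm12296, at 0.14 (SE 0.20, n = 4 each). Of 34 genes of the primary and photoreceptor cilium, 20 were lower (median -0.02), with Rp1 at 0.22 (SE 0.16) and Tulp1 at 0.14 (SE 0.18). Of 17 genes of the pigment epithelium and melanocytes, 10 were lower (median -0.01, mean 0.42), with the retinal isomerase homologue Rgr at -0.80 (SE 1.04) and the retinol carrier Ttr at -0.71 (SE 1.05).
Camera called none of these lists (adjusted p = 0.674, 0.822 and 0.183) and gave each an upward direction. The pigment epithelium list was highest in GF-ND mouse 11. Without that mouse its median was 1.69 (adjusted p = 1.59e-05), Rgr was at 1.58 and Ttr at 1.75, and without GF-HFD mouse 13 its median was 0.12 (adjusted p = 0.000431). The primary cilium list was called without mouse 11 with a negative median (-0.148, adjusted p = 0.00330).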

Multiple DEGs related to olfactory receptor expression in the mouse retina (*Olfr460*, *Olfr690*, and *Olfr691*) were found to be affected by high-fat diet. 

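More olfactory receptor genes were lower than higher in GF-HFD retinas: of 60 with enough counts, out of 1406 listed, 45 were lower and 15 higher (median log2 fold change -0.42, and -1.20 to -0.34 over the settings set in advance). Classes of noncoding genes were lower to a like extent, with medians of -0.32 for antisense transcripts, -0.44 for sense intronic transcripts and -0.50 for TEC models (73.0, 81.7 and 80.7% below 0). Olfr690, on chromosome 7 from 105328225 to 105334104, had 40 counts over the GF-ND mice and 2 over the GF-HFD mice, both in mouse 19, a ratio of 20.5 (95% exact interval from counting 5.31 to 175, taking each count as independent). Its neighbour Olfr691 had 19 counts against 2, both in GF-HFD mouse 13, a ratio of 9.74 (interval 2.35 to 86.2, exact permutation p = 0.0571). Olfr460, on chromosome 6 from 40569487 to 40574343, had 4 to 10 counts in GF-ND mice, 4 in GF-HFD mouse 13 and 0 in the other 3 (-2.74, SE 1.13). The receptor genes with the highest levels were Olfr1372-ps1 at -0.50 (SE 0.26) and Olfr1417 at -0.26 (SE 0.32, n = 4 each).
Camera called the list (adjusted p = 0.000998), but not with an estimated correlation (adjusted p = 0.477, unadjusted p = 0.0415) or without a filter on low counts (adjusted p = 0.0785). The list mean was lower in every GF-HFD mouse than in every GF-ND mouse (two-sided exact permutation test, p = 0.0286). At an unadjusted p under 0.05 in edgeR, 7 members were lower and 0 higher, and 0 passed when adjusted over the list alone or over all genes. Receptor genes are similar in sequence and can share reads, and 3 of the 60 are the paper's choice on these libraries.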

Recent literature using RNA-sequencing of human retina has demonstrated that olfactory receptors are expressed in human retina in the retinal pigment epithelium, photoreceptor inner segments, ganglion cell layer, bipolar cells, and horizontal cells [73]. Retinal olfactory receptors may be important in retinal repair involving retinal pigment epithelium and retinal neurons [74,75]. Olfactory receptor expression is hypothesized to induce RPE proliferation and migration [76]. *Gtsf1* (gametocyte specific factor 1) was also identified as highly downregulated by high-fat diet in the retina of germ-free mice and has not previously been reported to be expressed in the retina. 

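Gtsf1, a partner of the piRNA pathway that silences transposons, had 3 to 10 counts in each GF-ND mouse and 0 in the 4 GF-HFD mice. It lies on chromosome 15 from 103402405 to 103430470. With a floor of 3 counts over the GF-HFD group it was at least 7.75-fold lower there (22 counts against 0, n = 4 each). This bound is scaled by library totals alone, without TMM factors, which would move it. It is also too high if the reads of a pair were counted apart. Of 21 genes of male germ cells, 17 were lower in GF-HFD retinas (median log2 fold change -0.36, and -0.62 to -0.26 over the settings set in advance). Antisense transcripts (median -0.32, 73.0% below 0) and TEC models (-0.50, 80.7% below 0) were lower to a like extent. Nanos2, an RNA-binding protein of spermatogonial stem cells, had 2 to 6 counts against 11 to 14 (-1.64, SE 0.50) and overlaps Gm45058. Eqtn, a protein of the sperm acrosome, was at -1.46 (SE 0.42) and Sycp2, a part of the synaptonemal complex, at -1.01 (SE 0.33). More abundant members were nearer 0, with the PIWI protein Piwil2 at -0.36 (SE 0.28) and Zpbp, which overlaps Spata48, at -0.23 (SE 0.17). In Gtsf1, Nanos2, Eqtn and Sycp2 the groups did not overlap (exact permutation p = 0.0286 for each).
Camera called the list (adjusted p = 0.000270) but not with an estimated correlation (adjusted p = 0.194, unadjusted p = 0.00431), fry called it (adjusted p = 0.0395), and 3 members met the paper's thresholds (one-sided Fisher exact test, adjusted p = 0.0026). These 3 and 2 further members are the paper's choice on these libraries, so the list is not independent evidence. By edgeR 5 members were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes.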

*Gtsf1* is involved in retrotransposon suppression in germ cells to prevent genomic instability [77]. Retrotransposons are also reported to be involved in propagation of *Alu* retroelements which may contribute to RPE cell death in age-related macular degeneration [78]. *Cstl1* (cystatin-like 1) was also identified to be downregulated by high-fat diet; however, the specific function of *Cstl1* is currently unknown. 

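Cstl1, on chromosome 2 from 148750358 to 148755433, had 0 to 2 counts in GF-HFD and 4 to 6 in GF-ND mice, a log2 fold change of -2.21 (SE 1.02, n = 4 each). Cystatin C (Cst3), an abundant inhibitor of cathepsins, was at 475 ± 41.4 CPM in GF-HFD and 410 ± 99.9 CPM in GF-ND retinas (SD), a difference smaller than the spread between mice (0.21, SE 0.17, exact permutation p = 0.286, against 0.0286 for Cstl1).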

Other members of the cystatin superfamily, notably cystatin C, are highly expressed in the RPE and are associated with increased risk of AMD and Alzheimer’s disease [79,80,81,82]. *Deup1* (deuterostome assembly protein 1) is an important component of the deuterosome involved in ciliogenesis [83]. While the exact role of Deup1 in the retina has not been determined, defects in primary cilium function in photoreceptors and the RPE leads to retinal degeneration as part of several syndromic ciliopathies like Bardet-Beidl syndrome and Alstrom syndrome [84]. *Maats1* (Cilia and Flagella associated protein 91) has been identified as an important component of sperm flagellum structure and has not previously been described in the retina [85]. Mutations in the cilia and flagella-associated protein family have been linked with retinitis pigmentosa in familial amyotrophic lateral sclerosis [86].

### 4.4. Additional Genes and Pathways of Retinal Transcriptome Affected by High-Fat Diet in Germ-Free Mice

Several neuroendocrine related pathways including pancreatic polypeptide receptor activity and neuropeptide Y receptor activity were found to be affected by high-fat diet in germ-free mice.

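Npy4r, the receptor for pancreatic polypeptide, had 2 to 10 counts in each GF-HFD mouse and 0 in the 4 GF-ND mice. It lies on chromosome 14 from 34143992 to 34152489. Scaled by library totals alone, with a floor of 3 counts over the GF-ND group, it was at least 8.21-fold higher in GF-HFD retinas (26 counts against 0, n = 4 each). This bound is too high if the reads of a pair were counted apart. Other members of the system had a fold change within 1 SE of 0, with the peptide Npy at 0.17 (SE 0.26) and the receptors Npy1r at 0.00 (SE 0.19) and Npy5r at 0.24 (SE 0.39), while Npy2r had too few counts to be tested. Npb, a peptide of feeding and pain circuits, lies on chromosome 11 from 120608477 to 120609093 and had 20 to 23 counts in GF-ND and 16, 1, 4 and 8 in GF-HFD mice 13, 15, 16 and 19 (-1.55, SE 0.61, exact permutation p = 0.0286, as for Npy4r). Of 22 genes of neuropeptides and their receptors, 12 were higher and 10 lower (median 0.03), with the peptides Cartpt at -0.01 (SE 0.13) and Penk at 1.70 (SE 1.02), which overlaps A830012C17Rik. Camera did not call the list (adjusted p = 0.0771) except without mouse 9 (0.0414), 11 (0.0499) or 15 (0.0406).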

*Npy4r* (neuropeptide Y receptor) is expressed in human retinal RPE and glial cells, and it is involved in neuronal calcium release, neuroprotection, and proliferation of glial cells [87]. Clinically, polymorphisms in NPY have been associated with increased risk of type 2 diabetes and development of diabetic retinopathy [88,89]. Neuropeptide b (*Npb*) is a relatively novel neuropeptide associated with regulation of the neuroendocrine system, pain processing, stress, and feeding behaviors [90]. *Npb* is widely expressed in the central nervous system, but expression has not previously been described in the retina [91].

Several identified significant DEGs have not previously been reported to be expressed in the retina. 

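Rmi2, a part of the complex that resolves DNA crossovers, lies on chromosome 16 from 10835059 to 10892966 and had 0 to 2 counts in GF-HFD and 2 to 10 in GF-ND mice, a log2 fold change of -2.64 (SE 1.02, n = 4 each). It overlaps CT010583.1, and both groups hold a mouse with 2 counts, apart only after scaling by library size. Rnf222, a RING finger protein, had 0 to 2 counts against 4 to 10 (-2.36, SE 1.02). Cuzd1, a protein with CUB and zona pellucida domains, had 1 count over the GF-HFD mice and 20 over the GF-ND mice, a ratio of 20.5 (95% exact interval from counting 3.28 to 849, taking each count as independent). Dmgdh, the mitochondrial enzyme that turns dimethylglycine into sarcosine, went the other way with 25 counts over the GF-HFD mice and 3 over the GF-ND mice, a ratio of 8.13 (interval 2.48 to 42.1), and overlaps AW495222. All 4 genes had an exact permutation p of 0.0286.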

*Rmi2* is involved in genome stability and has been reported to be associated with development of multiple types of cancer [92,93,94]. The physiologic role of *Rnf222* has not been described currently; however, other members of the ring finger protein family have been associated with cerebral vascular diseases like Moyamoya disease and atherosclerotic stroke [95]. *Cuzd1* (CUB and zona pellucida-like domains 1) has been reported to mediate epithelial proliferation of the mammary gland during pregnancy [96]. *Cuzd1* has also been identified in human embryonic stems cells [97]. Single nucleotide polymorphisms (SNPs) in *Cuzd1* have been associated with risk of age-related macular degeneration [98]. *Dmgdh* (dimethylglycine dehydrogenase) is involved in choline metabolism important in neurotransmitter and phospholipid biosynthesis [99]. *Dmgdh* was identified as part of a set of differentially expressed genes in the mitochondrial transcriptome human retinas with diabetic retinopathy [100]. *Nanos2* (nanos C2HC-type zinc finger 2) is involved in germ cell differentiation and was also identified as differentially expressed in the retinal transcriptome of a mouse model of diabetic retinopathy [101].

## 5. Conclusions and Limitations

This study demonstrates novel data that suggest diet may modulate the retinal transcriptome in the absence of the gut microbiome. Unbiased analysis of the retinal transcriptome using high-throughput RNA-sequencing identified genes and pathways involved in retinal inflammation, angiogenesis, and RPE function, whose expression was influenced by HFD in the absence of gut microbiome. These genes and pathways may be involved in complex diet-microbiome-retina axis interactions that have only recently been recognized to play roles in retinal physiology and retinal disease pathogenesis.

Our study is limited to RNA-sequencing alone, and confirmatory studies of protein expression or activity were outside the scope of this investigation. The goal of our study was to use germ-free mice and RNA-sequencing technology to provide an unbiased characterization of the effects of HFD on global retinal gene expression in the absence of gut microbiome, as well as to identify potential novel targets within the retinal transcriptome that may guide future investigation on the diet-microbiome-retina axis.

Future studies with quantitative RT-PCR, proteomics, or functional assays are needed to further investigate potential functional pathways affected by HFD. In addition, studies using animal models of retinal diseases should include protein markers of angiogenesis and retinal apoptosis using multiplex assays, ELISA, Western blotting, or flow cytometry to better characterize how the genes and pathways revealed by high-throughput RNA-sequencing may be modulated by HFD. Applying a multiomics approach towards investigating the diet-microbiome-retina axis will be critical to delineate the effects of HFD on protein function, retinal cell physiology, and retinal disease pathogenesis [102].

While the germ-free mouse model is considered the gold-standard for microbiome studies, our conclusions are limited due to changes in baseline physiologic parameters that were altered by lack of microbiome in these mice. Retinal transcriptome changes identified in germ-free mice may be influenced by changes in immune development, metabolism, and digestion affected by the absence of microbiome.

Dietary modification is an easily modifiable risk factor, and understanding the interaction between diet, gut microbiome, and retinal disease has the potential to advance our understanding of vision-threatening diseases. Delineating these complex interactions could lead to the discovery of novel targets for intervention. While much of the focus has been on alterations to the gut microbiome as a key effector in disease pathogenesis, we present novel data suggesting that diet may affect retinal gene transcription when the microbiome is absent.

However, the microbiome-dependent and microbiome-independent effects of HFD on the retinal transcriptome remain unclear. The gut microbiome is an important mediator of the effects of diet on the retinal transcriptome, and it is currently unclear if these effects are overall protective or deleterious. Pathways in the retinal transcriptome affected by high-fat diet could be both attenuated or exacerbated by the presence of the gut microbiome, and these interactions are still poorly understood.

Despite the limitations, our study provides novel insight about potential pathways that could be involved in the diet–microbiome–retina axis and furthers our understanding of how diet may regulate disease pathogenesis and severity. Future studies are needed to define the precise role of diet in retinal diseases and to elucidate the complex, overlapping relationships in the diet–microbiome–retina axis and its involvement in retinal disease pathobiology.

## Figures and Tables

**Figure 1:**
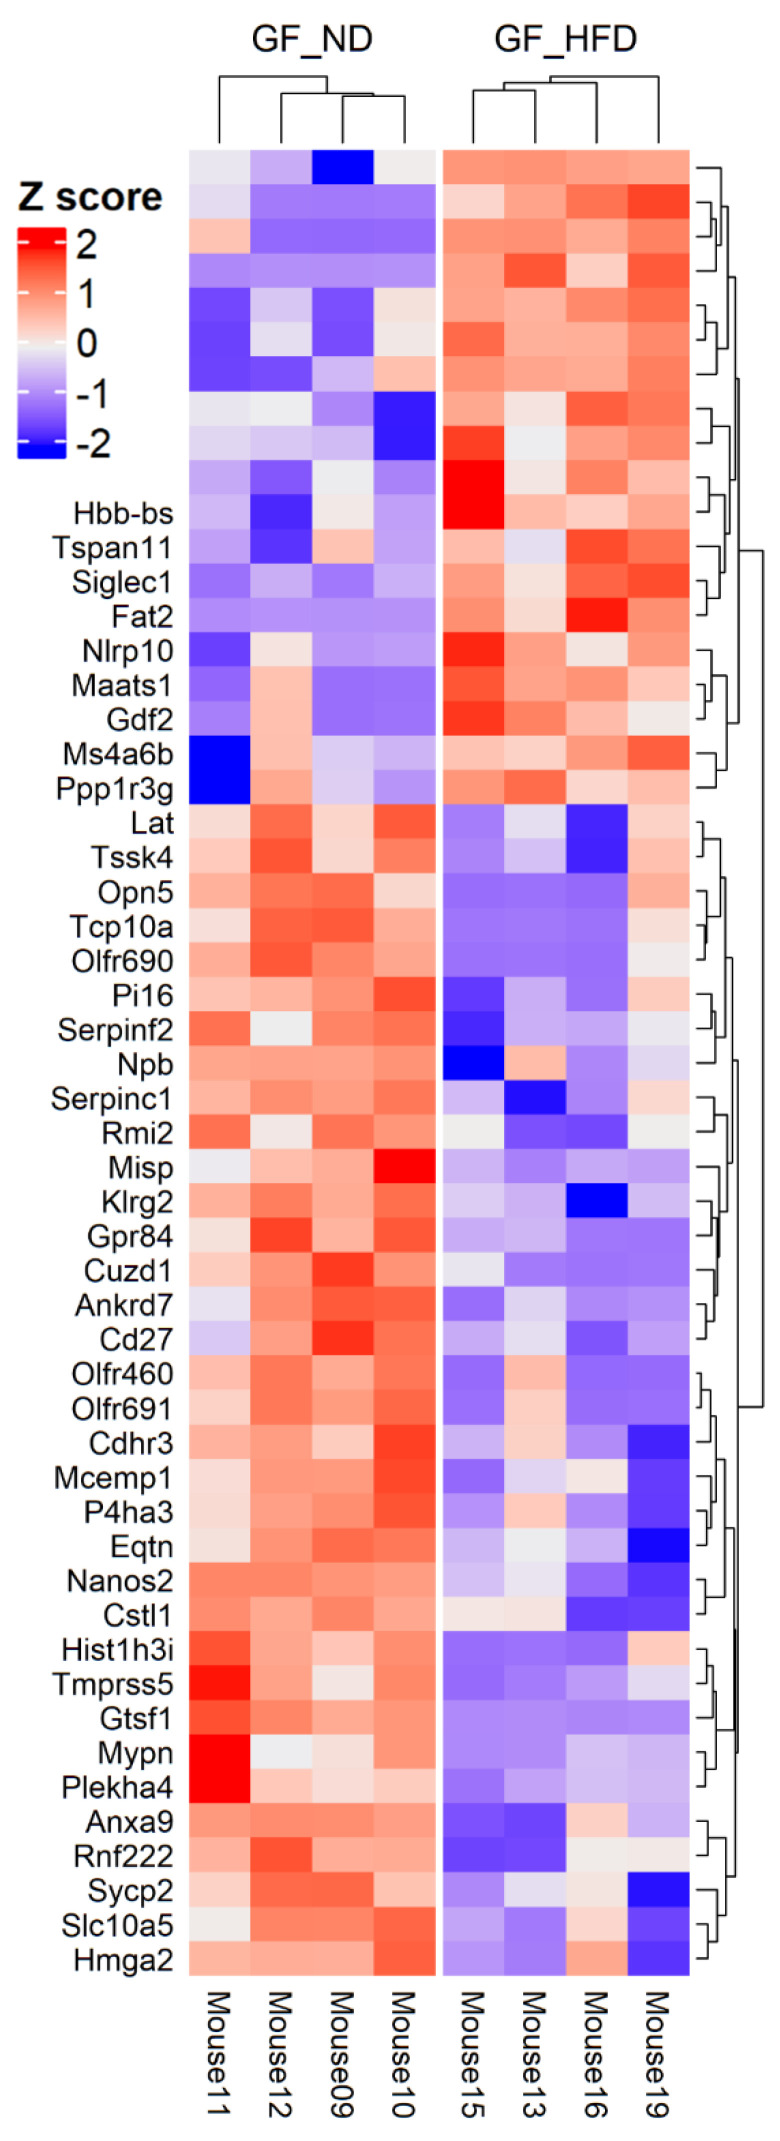
Heatmap with hierarchal clustering demonstrating 53 differentially expressed genes (DEGs) with a logFC greater than 1 and *p*-value < 0.01 between germ-free mice on normal diet (GF-ND, *n* = 4) and germ-free mice on high-fat diet (GF-HFD, *n* = 4). Z-score is calculated from LogFC with red and blue indicating upregulated and downregulated genes, respectively.

**Figure 2:**
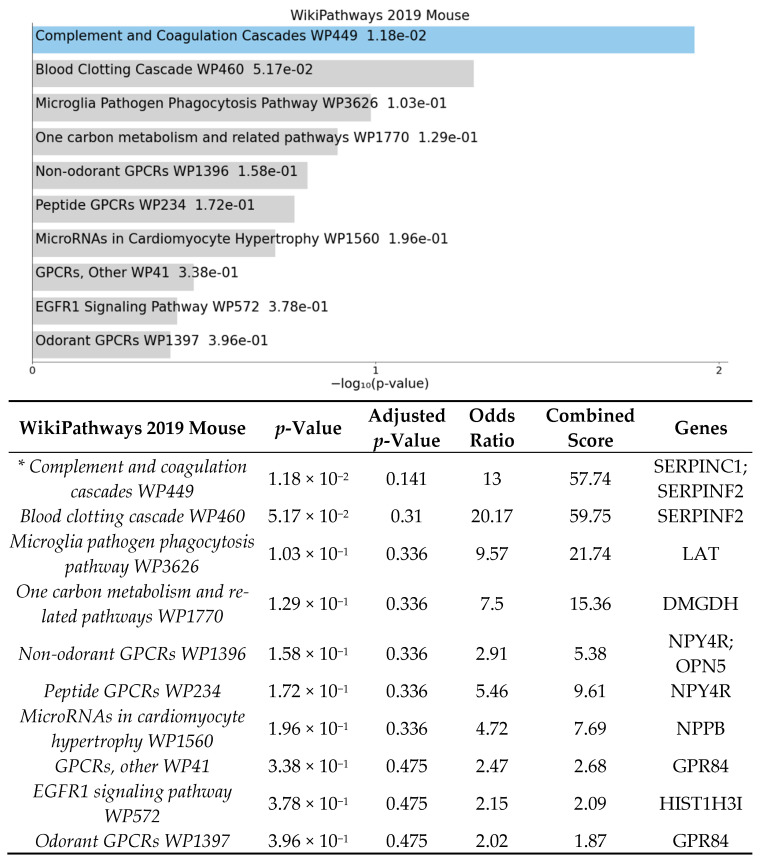
Gene list enrichment analysis of significant DEGs between GF-HFD mice (*n* = 4) and GF-ND mice (*n* = 4) using EnrichR. The bar graph shows a ranked list by *p*-value of the top 10 over-represented mouse pathways with significant pathways indicated in blue (*p*-value < 0.05). The corresponding table demonstrates detailed statistics and involved genes with significant pathways indicated by an asterisk (*p*-value < 0.05).

**Figure 3:**
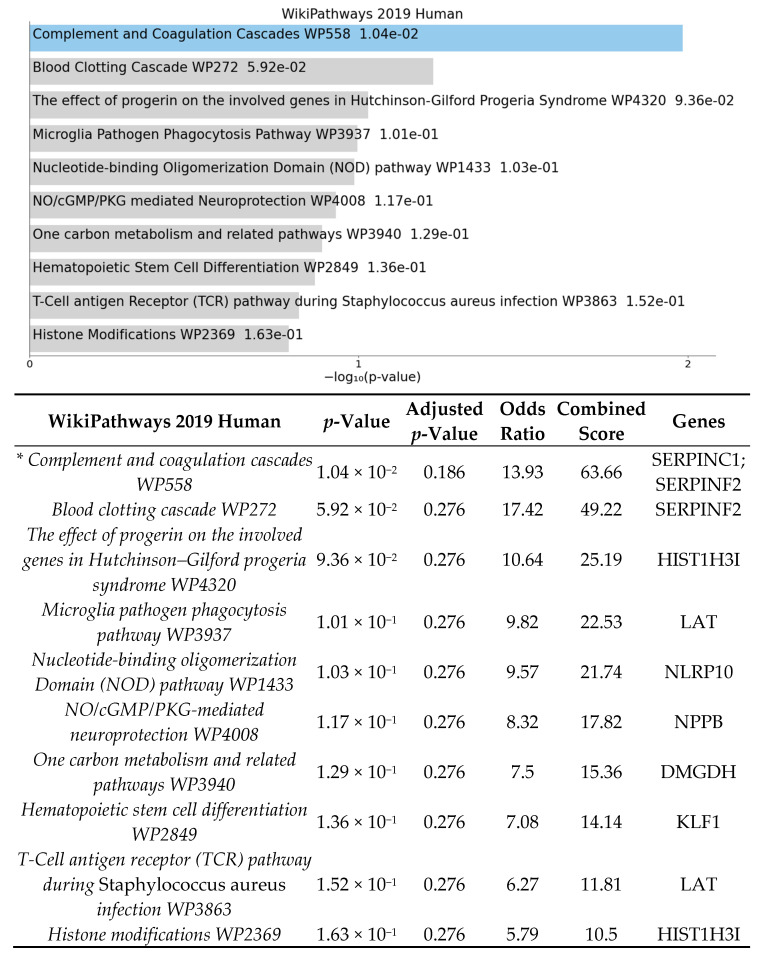
Gene list enrichment analysis of significant DEGs between GF-HFD mice (*n* = 4) and GF-ND mice (*n* = 4) using EnrichR. The bar graph shows a ranked list by *p*-value of the top 10 over-represented human pathways with significant pathways indicated in blue (*p*-value < 0.05). The corresponding table demonstrates detailed statistics and involved genes with significant pathways indicated by an asterisk (*p*-value < 0.05).

**Figure 4:**
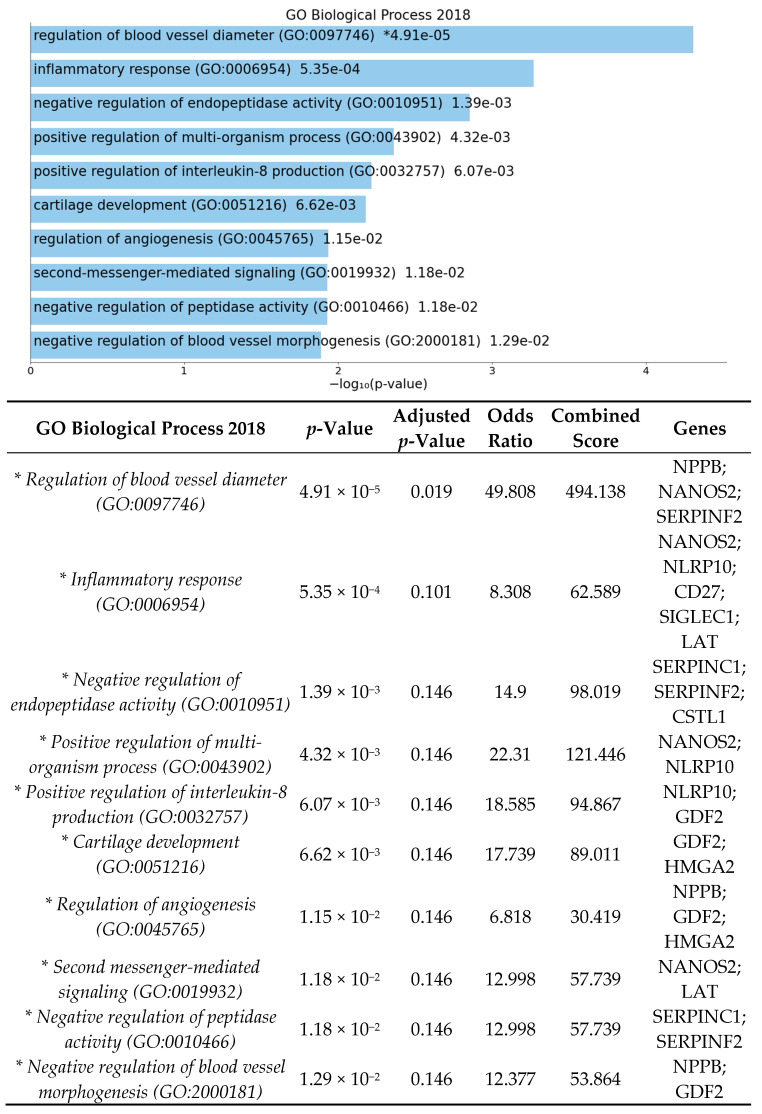
Gene list enrichment analysis of significant DEGs between GF-HFD mice (*n* = 4) and GF-ND mice (*n* = 4) using EnrichR. The bar graph shows a ranked list by *p*-value of the top 10 over-represented biological processes with significant processes indicated in blue (*p*-value < 0.05). The corresponding table demonstrates detailed statistics and involved genes with significant processes indicated by an asterisk (*p*-value < 0.05).

**Figure 5:**
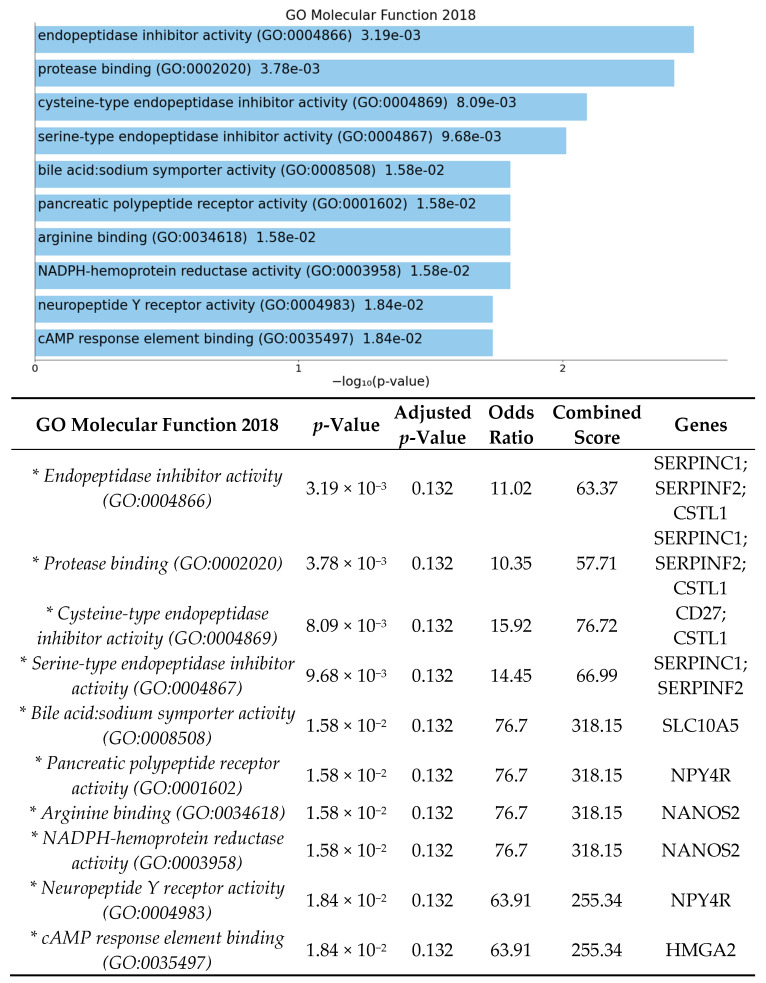
Gene list enrichment analysis of significant DEGs between GF-HFD mice (*n* = 4) and GF-ND mice (*n* = 4) using EnrichR. The bar graph shows a ranked list by *p*-value of the top 10 over-represented molecular functions with significant functions indicated in blue (*p*-value < 0.05). The corresponding table demonstrates detailed statistics and involved genes with significant functions indicated by an asterisk (*p*-value < 0.05).

**Table 1:** Differentially expressed genes upregulated by high-fat diet (HFD).

Gene	LogFC	*p*-Value	Protein
*Fat2*	4.084	3.13 × 10^−5^	FAT atypical cadherin 2
*Npy4r*	3.518	1.10 × 10^−4^	Neuropeptide Y receptor Y4-2
*C1qtnf2*	3.248	9.57 × 10^−4^	C1q And TNF-related 2
*Deup1*	3.133	1.81 × 10^−4^	Deuterostome assembly protein 1
*Ifi204*	2.881	5.62 × 10^−3^	Interferon gamma inducible protein
*Siglec1*	2.845	3.57 × 10^−4^	Sialic acid-binding Ig-like lectin 1
*Mrap*	2.724	1.02 × 10^−3^	Melanocortin 2 receptor accessory protein
*Dmgdh*	2.672	2.89 × 10^−3^	Dimethylglycine dehydrogenase
*Maats1*	2.433	8.70 × 10^−3^	Cilia and flagella-associated protein 91
*Nppb*	2.345	4.83 × 10^−3^	Natriuretic-peptide B
*Klf1*	1.889	2.77 × 10^−4^	Kruppel-like factor 1
*Hba-a2*	1.867	7.19 × 10^−3^	Hemoglobin subunit alpha 2
*Ppp1r3g*	1.735	8.87 × 10^−3^	Protein phosphatase 1 regulatory subunit 3G
*Hbb-bs*	1.378	4.73 × 10^−3^	Hemoglobin subunit beta
*Hba-a1*	1.372	1.82 × 10^−3^	Hemoglobin subunit alpha 1
*Ms4a6b*	1.336	4.78 × 10^−3^	Membrane spanning 4-domains A6A
*Gdf2*	1.133	9.95 × 10^−3^	Growth differentiation factor 2
*Tspan11*	1.124	7.60 × 10^−3^	Tetraspanin 11
*Nlrp10*	1.103	2.63 × 10^−3^	NLR family pyrin domain containing 10

**Table 2:** Differentially expressed genes downregulated by HFD.

Gene	LogFC	*p*-Value	Protein
*Olfr690*	−3.712	8.96 × 10^−6^	Olfactory receptor family
*Gtsf1*	−3.503	1.05 × 10^−4^	Gametocyte specific factor 1
*Tcp10a*	−3.121	1.77 × 10^−3^	T-Complex 10-like 3, pseudogene
*Olfr460*	−3.077	7.60 × 10^−4^	Olfactory receptor family
*Cuzd1*	−2.902	4.51 × 10^−3^	CUB and zona pellucida-like domains 1
*Serpinc1*	−2.721	6.30 × 10^−4^	Serpin family C member 1
*Olfr691*	−2.713	1.26 × 10^−3^	Olfactory receptor family
*Opn5*	−2.708	8.80 × 10^−3^	Opsin 5
*Hist1h3i*	−2.561	5.37 × 10^−3^	H3 clustered histone 11
*Rmi2*	−2.546	6.18 × 10^−3^	RecQ mediated genome instability 2
*Rnf222*	−2.370	6.91 × 10^−3^	Ring finger protein 222
*Serpinf2*	−2.309	1.17 × 10^−3^	Serpin family F member 2
*Cstl1*	−2.302	6.08 × 10^−3^	Cystatin-like 1
*Npb*	−2.000	6.35 × 10^−3^	Neuropeptide B
*Anxa9*	−1.746	3.87 × 10^−4^	Annexin A9
*Nanos2*	−1.670	2.85 × 10^−3^	Nanos C2HC-type zinc finger 2
*Tssk4*	−1.603	8.17 × 10^−3^	Testis specific serine kinase 4
*Eqtn*	−1.510	3.93 × 10^−3^	Equatorin
*Klrg2*	−1.436	6.80 × 10^−5^	Killer-cell lectin-like receptor G2
*Mcemp1*	−1.419	3.67 × 10^−3^	Mast cell expressed membrane protein 1
*Lat*	−1.339	2.98 × 10^−3^	Linker for activation of T-cells
*Plekha4*	−1.334	7.90 × 10^−3^	Pleckstrin homology domain containing A4
*Misp*	−1.270	7.52 × 10^−3^	Mitotic spindle positioning
*P4ha3*	−1.176	4.91 × 10^−3^	Prolyl 4-hydroxylase subunit alpha 3
*Gpr84*	−1.175	9.61 × 10^−4^	G protein-coupled receptor 84
*Pi16*	−1.160	5.25 × 10^−3^	Peptidase inhibitor 16
*Slc10a5*	−1.134	4.79 × 10^−3^	Solute carrier family 10 member 5
*Ankrd7*	−1.118	7.66 × 10^−3^	Ankyrin repeat domain 7
*Tmprss5*	−1.109	2.09 × 10^−3^	Transmembrane serine protease 5
*Cdhr3*	−1.091	5.62 × 10^−3^	Cadherin-related family member 3
*Hmga2*	−1.061	1.63 × 10^−3^	High mobility group AT-hook 2
*Sycp2*	−1.061	4.34 × 10^−3^	Synaptonemal complex protein 2
*Cd27*	−1.039	5.80 × 10^−3^	T-cell activation antigen CD27
*Mypn*	−1.036	6.94 × 10^−3^	Myopalladin

## Data Availability

Complete dataset of identified DEGs is available in Supplementary Table S1.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10082119/s1, Table S1 provides all 19,681 genes selected for DEG analysis.

How the deposited data were processed for this re-analysis (not part of the article)

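Whole-retina RNA of 8 germ-free male C57Bl/6 mice was measured, 1 library per mouse, in 4 GF-ND and 4 GF-HFD mice. The authors aligned the 100-bp read pairs with STAR 2.4.2 to GRCm38 (mm10), counted them per gene symbol with featureCounts of Subread 1.4.6-p1, and deposited raw counts, 1 table per library, with no scaling and no filter on low values. The values are whole numbers. In each library, even values between 1 and 12 were 1.91 to 2.36 times as frequent as odd ones. The library totals had a median of 40099452 counts in GF-ND and 43269811 in GF-HFD mice. At this depth a gene with 10 counts over all libraries is measured with a large counting error. Gene types, positions and overlaps were taken from GENCODE vM21, where 53528 of the symbols were found, and 604 of the genes tested had no type there. The symbols 1-Mar and 2-Mar each stand in 2 lines of the tables and were left out of statements on single genes.
The main comparison was GF-HFD against GF-ND with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood test, genes with at least 10 counts over the 8 libraries, Benjamini-Hochberg adjustment over the genes tested). Log2 CPM used a prior count of 2. The paper gives a p under 0.01 and a log2 fold change over 1 as thresholds. They were applied here to the unadjusted p and to the size of the fold change. Lists of genes for retinal cell types, surrounding tissues, blood cells and pathways, 45 in all, were written before the counts were read. They were written from general knowledge of marker and pathway genes. Some hold genes of Table 1 and Table 2, and tests of those lists are not independent of the paper's choice on these libraries. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and at an estimated one, and with fry. They were also tested with a one-sided Fisher exact test at the paper's thresholds, and with a two-sided exact permutation test of the mean log2 CPM over 70 arrangements. Single genes were tested by the same exact permutation test. A fold against a group with 0 counts is a lower bound with a floor of 3 counts over the group, scaled by library totals without TMM factors. Totals of 1 to 3 counts are given as a ratio with an exact 95% interval. Low counts were mostly even, and these intervals, which take each count as independent, are too narrow where counts come in pairs. The lower bounds are too high in that case.
The genes named are those of the paper's tables and text, the 10 genes with the smallest p in each direction that have a name other than a model number, members that pass over their list alone, and up to 2 members per list with the highest mean level. The rule allowed 4 per list, and 2 was chosen after the values were seen. For lists given only by their median no member is named in the text, for others 1 or 2 are, and 2 members are not reported here. Further genes are marked as singled out after their values were seen.
On simulated data with 100 genes changed 2-fold and 100 changed 4-fold, edgeR recovered 46% and 81%, limma-voom 45% and 77%, and DESeq2 65% and 88%, with 7, 9 and 42 false calls. Recovery was not split by expression level, so these rates are no measure for the paper's weakly expressed genes. Among the genes left unchanged in the simulation, 135 met the paper's thresholds in edgeR, with 26892 genes tested in all. A list of genes raised in the simulation ranked 1 of the lists in camera and 0 of 44 unchanged lists were called. This does not show that false calls of lists are controlled in the real libraries. There, splits of the mice other than by diet gave up to 29 called lists.
Alternatives were RLE factors, library totals and upper-quartile factors, no filter, filterByExpr and 10 CPM in at least 4 libraries, protein-coding genes only, DESeq2 1.42.0, limma-voom with and without the filter, robust dispersion, 1 surrogate variable from sva 3.50.0, and each mouse left out in turn. The EnrichR analysis was left out, since its gene set libraries were not at hand, and so were comparisons with Table S1 beyond its held lines.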

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

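The limits on outlying mice and the look at genes outside the paper's tables were set in advance, and the fits without mice 11 and 19 named here were chosen only after the values were seen.
In 8 of 90 groups of list means, 1 mouse lay apart from the other 3 of its group, where the gap to the nearest mouse over the range of the group passes Dixon's 95% limit for 4 samples. Chance gives about 1 in 20 groups, or 4.5 of 90. GF-ND mouse 11 was the mouse apart for rods (0.894, lower than the others), cones (0.968, lower), bipolar cells (0.951, higher), the pigment epithelium (0.894, higher), fatty acid oxidation (0.902, higher) and the antioxidant response (0.842, higher). GF-ND mouse 9 was apart for skeletal muscle (0.901, higher) and GF-HFD mouse 16 for lymphocytes (0.850, lower).
Among single genes of Table 1 and Table 2, 14 of 106 groups had a mouse apart, where chance gives about 1 in 20 groups. In 10 of the 14 the other 3 mice had 0 counts, so the value is 1 whatever the fourth mouse holds and is no evidence that it is unusual: C1qtnf2 and Deup1 in GF-ND mouse 11, Maats1 in GF-ND mouse 12, Olfr690, Tcp10a, Opn5 and Hist1h3i in GF-HFD mouse 19, Olfr460 and Olfr691 in GF-HFD mouse 13 and Cuzd1 in GF-HFD mouse 15. The other 4 were Gdf2 (0.842) and Rnf222 (0.968) in GF-ND mouse 12, Plekha4 (0.917) in GF-ND mouse 11 and Hmga2 (0.920) in GF-ND mouse 10. Tcp10a, a gene of sperm motility, had a ratio of 14.9 between the groups (95% exact interval 3.76 to 129, taking each count as independent), higher in GF-ND mice.
Outside the genes the paper discusses, 35 gene models of class TEC and 16 antisense transcripts were lower in GF-HFD retinas at the paper's thresholds and 0 of either class were higher. Over the 1858 TEC models tested the median log2 fold change was -0.498, with 80.7% below 0, against 0.03 for protein-coding genes. TEC models took 0.197 ± 0.0226% of the counts in GF-HFD and 0.263 ± 0.0652% in GF-ND retinas (SD, n = 4 each). A further 20 protein-coding genes met the thresholds and are in neither table. Singled out after their values were seen, they include Oxtr, the oxytocin receptor (1.58, SE 0.40), and Cpt1b, the muscle form of the mitochondrial fatty acid carrier (-1.26, SE 0.34), which overlaps Gm44502.
Noncoding genes inside introns were lower in GF-HFD retinas (median -0.55 over 1405 genes), and those outside genes less so (-0.38 over 442). The difference was -0.165 (bootstrap SD 0.0443), while the median of the host genes was 0.04, so a smaller share of unspliced RNA in the GF-HFD libraries is a candidate explanation. Their levels followed those of the host genes only weakly, with a Spearman correlation of 0.22 for the level and 0.08 for the log2 fold change, so it stays open. Genomic DNA is argued against by olfactory and vomeronasal receptor genes, at 0% of the reads per kb of the intronic genes, lens tissue by a median of -0.745 without mice 11 and 19, and the scaling by -0.559 as the higher median on library totals and RLE factors. Noncoding genes inside introns had 0.132 ± 0.0156% as many counts as protein-coding genes in GF-HFD and 0.170 ± 0.0389% in GF-ND retinas (SD, n = 4 each, exact permutation p = 0.143), and 0.189 ± 0.00965% in the 3 GF-ND mice other than 11. GF-ND mouse 11, at 0.113%, lay below every GF-HFD mouse (0.114 to 0.152%). The difference of medians does not show this spread between mice. A change of splicing by the diet itself was not tested and stays open.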

How the results depend on the processing

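The fits without mice 11 and 19, without mice 11, 16 and 19, with halved counts and with the fibroblast score as a covariate were chosen only after the values were seen, as was the choice to name 2 members per list in place of 4 (36 against 84 gene values that turned sign). Each result was recomputed under every other setting with 1 choice changed at a time, except limma-voom with no filter, which changes tool and filter, and a value in brackets after a list is its median log2 fold change and after a gene its log2 fold change. Settings not named below moved no count over 1.5 times and changed no call, nor the sign of a named gene. Here and above, the sign of a gene is counted as turned only where its value also moved by more than 1 SE. Smaller turns, as for genes near 0, are not given. Sign turns of lists that stayed uncalled are not all given below. Over the settings set in advance, medians reached -0.110 for neuropeptides, -0.084 for coagulation, -0.0097 for the interferon response and -0.30 for lymphocytes. They reached -0.044 for the circadian clock, -0.059 for immediate early genes, 0.021 for histones and 0.14 for horizontal cells. With RLE scaling, the call was lost for lens (-3.04). With library totals, complement and coagulation genes had an exact p of 0.00439, the call was lost for lens (-2.98), and a call was gained for complement (0.18). With upper-quartile scaling, complement and coagulation genes had an exact p of 0.0352, and a call was gained for complement (0.21). With no filter on low counts, complement and coagulation genes had an exact p of 0.0328, the call was lost for olfactory receptors (-1.20), and a call was gained for complement (0.22). With edgeR's filterByExpr, there were 11 higher at the thresholds, 29 of the paper's genes tested and with its sign and 13 lists called, and the call was lost for Mueller glia (0.076), pericytes (0.21), lens (-2.85), skeletal muscle (0.54), inflammatory response (0.058), vessel diameter (0.098), fatty acid synthesis (0.091) and Mueller glia stress (0.16). With a minimum of 10 CPM in 4 libraries, there were 5 genes at the paper's thresholds, 0 higher at the thresholds, 5 lower at the thresholds, 4 lists called and 0 lists over-represented, the call was lost for cones (0.16), Mueller glia (0.028), pericytes (0.19), lens (-2.51), fibroblasts (1.33), inflammatory response (0.019), angiogenesis (0.14), vessel diameter (0.0087), fatty acid synthesis (0.039) and Mueller glia stress (0.071), and the sign turned for endothelial cells (-0.047). With protein-coding genes alone, there were 45 genes at the paper's thresholds and 27 lower at the thresholds, complement and coagulation genes had an exact p of 0.000565, and the call was lost for Mueller glia (0.054), pericytes (0.19), inflammatory response (0.11), vessel diameter (0.11), fatty acid synthesis (0.064) and Mueller glia stress (0.14). With DESeq2, there were 53 genes at an adjusted p under 0.05, 200 genes at the paper's thresholds, 40 higher at the thresholds, 160 lower at the thresholds and 5 lists over-represented, and the call was lost for pericytes (0.20), inflammatory response (0.12) and Mueller glia stress (0.16). With limma-voom, the call was lost for pericytes (0.31), lens (-0.88), inflammatory response (0.22) and Mueller glia stress (0.18), a call was gained for antioxidant response (0.13), and the fold changed sign for Perp (0.20). With limma-voom and no filter, there were 249 genes at the paper's thresholds, 53 higher at the thresholds and 196 lower at the thresholds, the call was lost for lens (-0.89) and Mueller glia stress (0.17), a call was gained for complement (0.32) and antioxidant response (0.12), and the fold changed sign for Perp (0.19). With robust dispersion, there was 1 list over-represented. With 1 surrogate variable, there were 8 genes at an adjusted p under 0.05, 60 higher at the thresholds and 6 lists over-represented, and the call was lost for inflammatory response (0.16) and Mueller glia stress (0.16). With mice 11 and 19 left out, there were 55 genes at an adjusted p under 0.05, 294 genes at the paper's thresholds, 47 higher at the thresholds and 247 lower at the thresholds, complement and coagulation genes had an exact p of 0.0314, the call was lost for cones (0.11), lens (-0.13), inflammatory response (0.22) and Mueller glia stress (0.22), a call was gained for bipolar cells (0.14), amacrine cells (0.21), primary cilium (-0.12), cholesterol synthesis (0.14), fatty acid oxidation (0.25) and antioxidant response (0.26), the sign turned for pigment epithelium (1.79), and the fold changed sign for Aldh3a1 (0.71), Clu (0.39), F2r (0.19), Kcnma1 (0.012), Ogn (1.78), Perp (1.16), Rgr (1.69), Scd2 (0.30), Timp3 (0.88) and Ttr (1.82). With mice 11, 16 and 19 left out, there were 246 genes at the paper's thresholds and 223 lower at the thresholds, complement and coagulation genes had an exact p of 0.0193, the call was lost for cones (0.16), microglia (0.21), endothelial cells (0.072), pericytes (0.29), ciliary body and iris (0.17), fibroblasts (0.11), inflammatory response (0.18), antigen presentation (0.21), angiogenesis (0.13), vessel diameter (0.065) and Mueller glia stress (0.076), a call was gained for bipolar cells (0.19), amacrine cells (0.25), cholesterol synthesis (0.14) and antioxidant response (0.23), and the fold changed sign for Serpinf1 (-0.055), Lum (-1.64), Kcnma1 (0.043), Perp (0.26), Rgr (1.08), Scd2 (0.31) and Ttr (1.03). With the fibroblast score as a covariate, there were 8 genes at an adjusted p under 0.05, 225 genes at the paper's thresholds, 207 lower at the thresholds and 13 lists called, the call was lost for Mueller glia (0.054), endothelial cells (0.13), pericytes (0.017), ciliary body and iris (0.13), fibroblasts (0.18), inflammatory response (0.15), angiogenesis (0.11), vessel diameter (0.077) and fatty acid synthesis (0.0065), a call was gained for pigment epithelium (-0.76) and corneal epithelium (-1.10), the sign turned for Mueller glia stress (-0.11), and the fold changed sign for A2m (-0.18) and Cp (-0.11). With camera at an estimated correlation, there were 0 lists called. With fry, there was 1 list called. Leaving out 1 mouse at a time gave 8 to 84 higher at the thresholds, 1 to 7 lists over-represented, 65 to 353 genes at the paper's thresholds, 44 to 269 lower at the thresholds, 0 to 421 genes at an adjusted p under 0.05, an exact p of 0.00577 to 1 for complement and coagulation genes and 10 to 29 lists called. Over the same fits the lists whose call or sign changed had medians of astrocytes (-0.038 to 0.41), pericytes (0.16 to 0.32), interferon response (0.022 to 0.21), neuropeptides (-0.026 to 0.17), fatty acid synthesis (0.035 to 0.20), Mueller glia (-0.0022 to 0.32), complement (0.089 to 0.41), inflammatory response (0.041 to 0.42), Mueller glia stress (-0.021 to 0.37), cones (0.086 to 0.26), amacrine cells (0.0081 to 0.18), pigment epithelium (-0.16 to 1.69), lens (-5.45 to 2.27), corneal epithelium (-1.10 to 1.92), peptidase inhibitors (0.068 to 0.35), primary cilium (-0.15 to 0.050), cholesterol synthesis (-0.038 to 0.13), fatty acid oxidation (0.044 to 0.26), antioxidant response (-0.11 to 0.32), vessel diameter (0.10 to 0.24), mitochondrial mRNAs (-0.044 to 0.19), skeletal muscle (-0.17 to 2.59), endothelial cells (0.10 to 0.32), ciliary body and iris (1.16 to 2.21), fibroblasts (1.01 to 2.32) and angiogenesis (0.16 to 0.34). The genes whose sign turned in these fits had log2 fold changes of Acta1 (-0.16 to 1.46), Aldh3a1 (-5.44 to 4.46), Clu (-0.42 to 0.69), Cryaa (-5.16 to 2.13), Crybb2 (-5.49 to 2.16), F2r (-0.36 to 0.33), Gfap (-0.28 to 0.27), Ogn (-1.60 to 2.83), Pax6 (-0.17 to 0.026), Pdgfra (-0.75 to 0.60), Perp (-1.48 to 1.71), Rgr (-1.27 to 1.58), Scd2 (-0.29 to 0.40), Timp3 (-0.35 to 1.04) and Ttr (-1.25 to 1.75). In each of these genes but Acta1 and Gfap, and in the pigment epithelium, lens and corneal lists, the sign turned without GF-ND mouse 11, the library with the most lens transcripts, and in the other lists whose range joins 2 signs it turned without another mouse. The cause was not tested. The test of list means per library has no value with mice 11 and 19, or 11, 16 and 19, left out, and the count of the paper's signs has none at 10 CPM, where 0 of its genes were tested. At 10 CPM 33 of the 45 lists were tested, so calls of the other lists were neither kept nor lost there. No paired analysis was possible because the mouse numbers of the 2 groups are not shared.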

Differences from the paper's values

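No log2 fold change of the paper differed from the matching value here beyond its error, and the paper's p values were not compared gene by gene. Both analyses used the same 8 libraries, and the error is an SE that covers the spread between mice. It is therefore a loose limit for this comparison. Of the 53 log2 fold changes of Table 1 and Table 2, 50 lay within the SE. For the other 3, Fat2, Npy4r and Gtsf1, a group had 0 counts, and only a lower bound was compared, which was not above the paper's fold. Here 43 protein-coding genes met the paper's thresholds (19 higher, 24 lower) where the paper gives 53 (19 higher, 34 lower). That count was 77 in DESeq2, 41 in limma-voom, 68 in limma-voom without a filter, 103 with 1 surrogate variable, 62 without a filter, 34 with filterByExpr, 2 at a minimum of 10 CPM, 41 to 52 in the other settings over 8 libraries set in advance, and 30 to 154 with 1 mouse left out.
The paper states that its genes pass a p under 0.01, which was read here as unadjusted, and 23 of the 53 did in edgeR. Of the alternatives set before the data were examined, limma-voom without a filter brought 35 of the 53 to the thresholds, DESeq2 29, and limma-voom with the filter 27. Over the 8 libraries, 44 of the 53 met the thresholds in at least 1 of these settings and 9 in none: Ankrd7, Cdhr3, Gdf2, Hmga2, Ms4a6b, P4ha3, Pi16, Tspan11 and Tssk4.
The paper's methods name a minimum of 10 CPM, and 0 of its 53 genes had 10 CPM in at least 4 libraries. The number of genes it tested is nearest to that of filterByExpr here (19035, against 19681 in the paper), at which 29 of the 53 were tested.
In Figures 2 and 3 the paper ranks the complement and coagulation cascades first among its pathways, while 0 of 61 genes of these lists met the thresholds here. The exact p fell under 0.05 on library totals (0.00439), upper-quartile factors (0.0352), without a filter (0.0328) and on protein-coding genes alone (0.000565). Serpinc1 and Serpinf2 were lower here too, with the sign that the paper gives.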

Other observations

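The splits without mouse 11, the fits without mice 11 and 19, with halved counts and with the fibroblast score, and the search for a shared symbol were chosen only after the values were seen, and the microglial and vascular pattern was picked from the 21 called lists.
Genes of glycolysis were higher in 17 of 19 in GF-HFD retinas (median log2 fold change 0.22), with Pkm at 0.28 (SE 0.11) and Gapdh at 0.26 (SE 0.12), which both overlap other genes. The list mean was 9.31 ± 0.0920 in GF-HFD and 9.13 ± 0.0472 in GF-ND retinas (mean log2 CPM, SD, n = 4 each, exact permutation p = 0.0286), and camera called it (adjusted p = 8.94e-05, unadjusted p = 0.0715 with an estimated correlation) in all 20 settings set in advance. It was lowest in GF-ND mouse 11 (9.08) and highest in GF-HFD mouse 15 (9.43), as was the rod list (10.5 and 11.5). Glycolysis was not tested apart from the rod markers. Fatty acid synthesis was called (median 0.10, 11 of 17 higher, adjusted p = 0.0256, unadjusted p = 0.187 with an estimated correlation), as was the stress response of Mueller glia (0.17, 9 of 16, 0.0477, unadjusted p = 0.232). The call of fatty acid synthesis was lost without mouse 9, 10, 12 or 16, and that of the stress response without mouse 10, 12, 16 or 19.
Lists not called were fatty acid oxidation (median 0.11, 21 of 30 higher, camera adjusted p = 0.104), the antioxidant response (0.035 with a negative mean, 8 of 16, 0.104), mitochondrial mRNAs (0.087, 12 of 13, 0.115), heat shock (0.071 with a negative mean, 10 of 12, 0.188), cholesterol synthesis (0.041, 14 of 24, 0.202), immediate early genes (0.077, 9 of 16, 0.564), the corneal epithelium (-0.17, 3 of 12, 0.717) and the circadian clock (0.030 with a negative mean, 10 of 17, 0.793). Without GF-ND mouse 11 the antioxidant, fatty acid oxidation, cholesterol and corneal lists were called, without GF-HFD mouse 13 fatty acid oxidation (0.0132), the antioxidant response (0.0398) and mitochondrial mRNAs (0.0123), and without GF-ND mouse 12 mitochondrial mRNAs (0.0137).
The number of genes at an adjusted p under 0.05 was 0 in edgeR, which all 35 splits of the 8 libraries into 4 and 4 reach whatever the data hold, so the splits test nothing there. They gave up to 56 for mice 9, 10, 12 and 13 against 11, 15, 16 and 19. At the paper's thresholds 13 of 35 splits gave as many as the 123 genes of the diets (up to 829), and 10 of 35 gave as many called lists as 21 (up to 29), so chance cannot be excluded for either count. Splits with 829 genes point to a structure of the samples other than diet. Without GF-ND mouse 11 the diets gave 421 genes, 1 of 35 splits with as many, the next having 245. That fit was picked after the values were seen from 8 that leave out 1 mouse, and the other 7 called 0. Counted over the 8 fits, the smallest share possible is 8 of 35, so the splits are too few for a share under 0.05. The split with 245 sets mice 15, 16 and 19 apart and shows structure. Among the 421, Cfp was at -1.20 and Cdr1os at -1.08. With all counts halved, 130 genes met the thresholds, and the protein-coding genes at the thresholds (43) and the lists called (21) were as before. Halving moved too little to decide whether the 2 reads of a pair were counted apart. Even counts between 1 and 12 were 1.91 to 2.36 times as frequent as odd ones, which such counting would give. The cause was not tested, and this stays open.
Microglial, endothelial, pericyte and antigen presentation lists were higher together (mean of the 4 medians 0.260). Lens tissue is argued against by a mean of 0.327 without mice 11 and 19. With the fibroblast score as a covariate the mean was 0.137, and the Mueller glia and astrocyte lists had a mean of 0.123, so tissue from around the retina and a larger share of non-neuronal cells within it may each have a part, and neither can be told apart from an effect of the diet here.
Figure 5 of the paper lists Nanos2 under arginine binding and NADPH-hemoprotein reductase activity, which are functions of nitric oxide synthases. RefSeq gives Nanos2 1 synonym that equals the symbol of Nos2, so a shared symbol is a candidate explanation.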
